# Identification of boron-deficiency-responsive microRNAs in *Citrus sinensis* roots by Illumina sequencing

**DOI:** 10.1186/1471-2229-14-123

**Published:** 2014-05-07

**Authors:** Yi-Bin Lu, Lin-Tong Yang, Yi-Ping Qi, Yan Li, Zhong Li, Yan-Bin Chen, Zeng-Rong Huang, Li-Song Chen

**Keywords:** Boron-deficiency, Boron-tolerance, *Citrus sinensis*, Illumina sequencing, microRNA, Reactive oxygen species

## Abstract

**Background:**

Boron (B)-deficiency is a widespread problem in many crops, including *Citrus*. MicroRNAs (miRNAs) play important roles in nutrient deficiencies. However, little is known on B-deficiency-responsive miRNAs in plants. In this study, we first identified miRNAs and their expression pattern in B-deficient *Citrus sinensis* roots by Illumina sequencing in order to identify miRNAs that might be involved in the tolerance of plants to B-deficiency.

**Results:**

We isolated 52 (40 known and 12 novel) up-regulated and 82 (72 known and 10 novel) down-regulated miRNAs from B-deficient roots, demonstrating remarkable metabolic flexibility of roots, which might contribute to the tolerance of plants to B-deficiency. A model for the possible roles of miRNAs in the tolerance of roots to B-deficiency was proposed. miRNAs might regulate the adaptations of roots to B-deficiency through following several aspects: (*a*) inactivating reactive oxygen species (ROS) signaling and scavenging through up-regulating *miR474* and down-regulating *miR782* and *miR843*; (*b*) increasing lateral root number by lowering *miR5023* expression and maintaining a certain phenotype favorable for B-deficiency-tolerance by increasing *miR394* expression; (*c*) enhancing cell transport by decreasing the transcripts of *miR830*, *miR5266* and *miR3465*; (*d*) improving osmoprotection (miR474) and regulating other metabolic reactions (miR5023 and miR821). Other miRNAs such as *miR472* and *miR2118* in roots increased in response to B-deficiency, thus decreasing the expression of their target genes, which are involved in disease resistance, and hence, the disease resistance of roots.

**Conclusions:**

Our work demonstrates the possible roles of miRNAs and related mechanisms in the response of plant roots to B-deficiency.

## Background

Boron (B)-deficiency is a widespread problem in many agricultural crops, including *Citrus*. Over 132 crops are susceptible to B-deficiency, and low B availability in soils inhibits vegetative and reproductive growth in a large number of crops [1]. To cope with B-deficiency, plants have evolved a considerable degree of developmental plasticity, including adaptations *via* cascades of molecular networks. One of the most obvious features of the adaptations to B-deficiency is the changes in expression profiles of genes involved in a broad spectrum of biochemical, cellular and physiological processes, including B uptake and translocation, carbohydrate and energy metabolism, stress response, signaling and regulation, cell wall, protein process, nucleic acid metabolism, amino acid and fatty acid metabolism [2-5].

Small RNAs (sRNAs) have been identified as important post-transcriptional regulators of gene expression in plants. Based on the differences of biogenesis and function, endogenous sRNAs in plants can been divided into two classes, microRNAs (miRNAs) and small interfering RNAs (siRNAs). miRNAs, which are approx. 21-nucleotide (nt) in length and are generated from non-coding transcripts capable of forming imperfectly complementary hairpin structures by the RNase DICER-LIKE1 (DCL1) or DCL4, have been known to negatively regulate gene expression at the posttranscriptional level by specific binding and cleavage of their target mRNAs, or by repression of target mRNA translation [6]. Since the first identification of plant miRNAs in 2002 [7], increasing evidence shows that plant miRNAs play crucial roles in almost all biological and metabolic processes [8]. Therefore, miRNA-related research has become one of the hottest topics in plant biology.

In addition to their involvement in plant normal growth and development, miRNAs also regulate the adaptations of plants to biotic and abiotic stresses [8,9]. Evidence in *Arabidopsis thaliana*, tomato (*Solanum lycopersicum*), rapeseed (*Brassica napus*), rice (*Oryza sativa*), and common bean (*Phaselus vulgaris*) has demonstrated the important roles of miRNAs in phosphorus (P), nitrogen (N), sulfur (S) and cupper (Cu) deficiencies [10-13].

In *A. thaliana*, miR399 has been predicted to target three genes, which encode a phosphate transporter (PHT1;7), a ubiquitin-conjugating E2 enzyme, and a DEAD box helicase; however, only the E2 enzyme encoded by *UBC24* has been experimentally validated [14]. *miR399* is up-regulated in P-deficient roots and suppressed in P-sufficient roots and is negatively correlated with that of its target gene *UBC24*[15,16]. The inverse relationship of expression patterns between *UBC24* homologs and *miR399* under P-deficiency has been confirmed in common bean [17] and rice [18]. Transgenic *Arabidopsis* overexpressing *miR399* also had decreased level of *UBC24* transcripts [15]. In accordance with being inhibited by miR399s, *UBC24* down-regulates P uptake and root-to-shoot allocation. Phenotypes of both the *Arabidopsis* T-DNA knockout *ucb24* mutants and the *miR399*-overexpressing transgenic *Arabidopsis* plants resemble those of a previously reported *pho2* mutant, a P overaccumulator [19]. Therefore, miR399 plays important roles in maintaining P homeostasis by regulating *UBC24* transcript levels [20]. Following the first identification, more and more P-deficiency-responsive miRNAs are being identified in various plant species, including A*rabidopsis*[11,15,16,21], rapeseed [16], soybean (*Glycine max*) [21], white lupin (*Lupinus albus*) [22], *Medicago truncatula*[23], rice [15], switchgrass (*Panicum virgatum*) [24], common bean [13,17] and tomato [10]. So far, the majority of validated P-deficiency-responsive miRNA target genes are transcription factors, and other target genes mainly encode for abiotic/biotic stress-responsive proteins and enzymes related to protein modification/degradation [25]. The diverse functions of these target genes mean that a broad range of biological processes are coordinated in response to P-deficiency.

In *A. thaliana*, *miR395* is enhanced during sulfate-limitation, and its induction is controlled by a key transcription factor (SLIM1) in the S assimilation pathway [26]. Each plant miRNA regulates several genes, but usually the targets belong to the same gene family. However, miR395 targets members of the ATP sulfurylase (APS) gene family [14] and the sulfate transporter SULTR2;1 [26]. miR395 has been shown to mediate regulation of sulfate accumulation and allocation by targeting *APS* and *SULTR2;1*, respectively [12].

Recent work showed that in *Arabidopsis*, the expression of *miR397*, *miR398*, *miR408*, and *miR857* was induced by Cu-deficiency and negatively correlated with the accumulation of transcripts for Cu:zinc (Zn) superoxide dismutase (CSD1 and CSD2), COX5b-1 (a subunit of the mitochondrial cytochrome c oxidase), plantacyanin and laccases. It has been suggested that miRNA-mediated down-regulation is a general mechanism to regulate non-essential Cu proteins, thus allowing plants to save Cu for the most essential functions during Cu-starvation [27]. Also, miRNAs have been demonstrated to play important roles in response to N and iron (Fe) deficiencies [13,16,28]. Therefore, miRNAs may be involved in the adaptive responses of plant to B-deficiency. Recently, Ozhuner et al. [29] investigated B-toxicity-responsive miRNAs in barley roots and leaves and concluded that the signal transduction mechanism in leaves regulated by miR408 played an important role in barley B-tolerance. In addition, the expression level of *miR399* in barley roots and leaves was differentially regulated by B-toxicity. However, little information about B-deficiency-responsive plant miRNAs is available.

Identification of miRNAs is a key step for understanding their regulatory functions in plants. Plant miRNAs were discovered by both experimental and computational approaches. However, both the computational approach by searching for homologous sequences using EST or genomic sequences and the small-scale traditional sequencing approach are mostly limited to the identification of conserved miRNAs [30]. Recently developed high-throughput sequencing techniques (e.g. 454 technology and Illumina platform) have become powerful tools to uncover the large list of sRNA species in plants. These deep sequencing strategies may identify both known and novel miRNAs at unprecedented sensitivities and provide quantitative profiling of miRNA expression [11].

*Citrus* belong to evergreen subtropical fruit trees and are commercially grown in many countries. In 1936, Morris first described B-deficiency in field grown *Citrus* in South Africa [31]. In China, B-deficiency is frequently observed in *Citrus* orchards and is responsible for loss of productivity and poor fruit quality [32]. Although the effects of B-deficiency on *Citrus* growth, mineral nutrients, B uptake and distribution, CO_2_ assimilation, photosystem II photochemistry, photosynthetic enzymes, respiration, carbohydrate metabolism, antioxidant system and proteomics have been examined in some details [32-37], no data are available on B-deficiency-responsive miRNAs in *Citrus*. In this study, we reported the high-throughput sequencing (Illumina) analysis of sRNAs from roots of *Citrus sinensis* seedlings grown in B-sufficient (control) and -deficient nutrient solution with the objectives of identifying miRNAs that might be involved in the tolerance of plants to B-deficiency.

## Results

### Plant growth and B concentration in roots and leaves

As shown in Table 1, 0 μM B treatment decreased shoot and whole plant dry weight (DW), and B concentration in roots and leaves, increased the ratio of root DW to shoot DW, but did not affect root DW. B concentration in 0 μM B-treated leaves was much lower than the sufficiency range of 30 to 100 μg g^−1^ DW [38]. Based on these results, plants treated with 0 μM B are considered B-deficient, and those treated with 10 μM B are considered B-sufficient.

**Table 1:** Effects of B-deficiency on plant growth and B concentration in roots and leaves

***B treatments***	***Root DW (g plant***^***−1***^ ***)***	***Shoot DW (g plant***^***−1***^ ***)***	***Whole plant DW (g plant***^***−1***^ ***)***	***Root DW/ Shoot DW***	***B concentration (μg g***^***−1***^ ***DW)***	
					**Roots**	**Leaves**
Control	10.03 ± 1.05 a	29.01 ± 3.02 a	39.04 ± 3.89 a	0.35 ± 0.03 b	12.20 ± 1.15 a	32.54 ± 2.53 a
B-deficiency	9.39 ± 1.10 a	18.47 ± 1.33 b	27.86 ± 2.02 b	0.51 ± 0.06 a	8.26 ± 0.79 b	12.17 ± 0.47 b

Data are means ± SD from 4 to 7 replicates. Within a column, values followed by different letters are significantly different at *P* < 0.05 detected by the unpaired *t*-test.

### High-throughput sequencing and annotation of miRNAs in roots

Two libraries were constructed from *C. sinensis* roots subjected to 0 or 10 μM B for 15 weeks, respectively. These libraries were sequenced by Illumina sequencing, leading to the generation of 22,998,100 and 22,576,217 raw reads from libraries of control and B-deficiency, respectively (Table 2). 

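Small RNAs from root apices of *C. sinensis* seedlings were sequenced, with 1 library from plants supplied with 0 μM B and 1 library from control plants supplied with 10 μM B for 15 weeks. The RNA of each library came from the roots of 5 replications mixed before extraction, so there are no replicates and the spread between plants cannot be measured. The authors removed adaptors, low quality tags, contaminants and reads under 18 nt, and deposited a list of unique tags with the number of reads of each tag. The control list holds 21668361 clean reads in 4505507 unique tags and the B-deficient list holds 21530509 clean reads in 4704810 unique tags. In the control library 3489714 tags were seen once, and in the B-deficient library 3637084. The authors also deposited the number of reads counted on each known miRNA and the same counts divided by the clean reads of the library, in the unit the paper calls TPM. The deposited counts were scaled here in the same way, and each log2 ratio is the B-deficient value over the control value. In the control library 1 read equals 0.0462 TPM, and in the B-deficient library 0.0464 TPM. A count of 3 reads or fewer was set to 3 reads, or 0.138 TPM in the control library and 0.139 TPM in the B-deficient library, and a ratio against a count of 0 is a bound. Each p is the exact Audic-Claverie probability on the reads, a one-sided tail that compares the 2 libraries and not the conditions. The intervals, standard errors and floors cover counting error only. Each listed miRNA sequence was also counted again in the tag lists. The exact count is the number of reads of the tag identical to the listed sequence. The overlap sum, chosen after the data had been seen, adds the reads of all tags up to 28 nt that overlap the listed sequence by at least 16 nt, shifted by at most 3 nt and with at most 2 mismatches. Of the 7978884 tags in the lists, 1231433 were in both libraries, a share of 15.4% (95% Wilson interval 15.4 to 15.5%). These shared tags hold 82.6% of the control reads and 81.6% of the B-deficient reads.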

After removal of adaptors, low quality tags and contaminants, the length distribution of clean reads was summarized in Additional file 1. 

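In the control library, 24 nt reads made up 27.2% of the clean reads, 21 nt reads 22.8% and 22 nt reads 21.7%. In the B-deficient library, 24 nt reads made up 30.2%, 22 nt reads 26.1% and 21 nt reads 22.4%. The 95% Wilson interval of the 22 nt share ran from 21.64 to 21.67% in the control library and from 26.13 to 26.16% in the B-deficient library. In the control library, 4930159 reads of 21 nt were counted against 4692504 reads of 22 nt.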

Reads with length of 24 nt were at the most abundant, followed by the reads with length of 22 nt and 21 nt. B-deficiency resulted in fewer 22 nt and 24 nt reads and more 20 nt and 23 nt reads. 

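The share of 22 nt reads was 4.49 percentage points higher in the B-deficient library than in the control library, and that of 24 nt reads 3.02 points higher. The share of 20 nt reads fell by 2.30 points, from 7.92 to 5.62% of the clean reads, and that of 23 nt reads fell by 0.84 points, from 6.73 to 5.88%. The share of 21 nt reads fell by 0.36 points. Each difference is larger than the counting error, but with 1 library per condition it has no replicate check. With each unique tag counted once in place of its reads, the 22 nt share fell by 0.35 points.

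**Figure D1:**
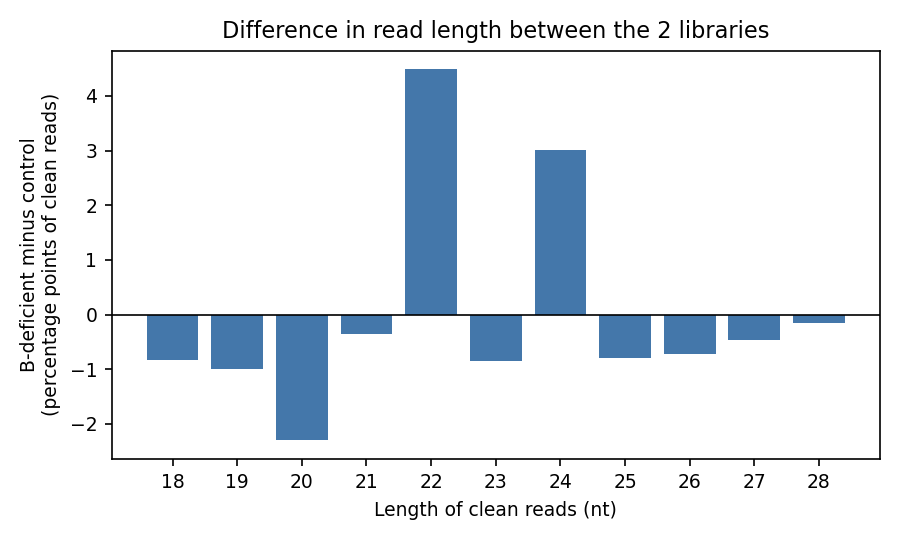
Difference in the share of clean reads of each length (nt on the x axis) between the 2 libraries, B-deficient minus control, in percentage points. The bars rise above 0 at 22 and 24 nt and fall below 0 at the other lengths drawn, from 18 to 28 nt.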

Generally speaking, the length distribution of sRNAs was similar to previous reports in higher plants such as sweet orange (*Citrus sinensis*) [30], *Medicago truncatula*[39], *Arabidopsis*[40] and trifoliate orange (*Citrus trifoliata*) [41]. This suggests that the Illumina sequencing data of sRNA libraries is reliable.

**Table 2:** **Summary of sRNAs from control and B-deficient roots of** ***Citrus sinensis***

	**Controls**		**B-deficiency**	
	**Unique sRNAs**	**Total sRNAs**	**Unique sRNAs**	**Total sRNAs**
Raw reads		22998100		22576217
Clear reads	4505507 (100%)	21668361 (100%)	4704810 (100%)	21530509 (100%)
Mapped to genomic	2343700 (52.02%)	16586059 (76.55%)	2669645 (56.74%)	16889709 (78.45%)
Exon antisense	91162 (2.02%)	310775 (1.43%)	105747 (2.25%)	361376 (1.68%)
Exon sense	236699 (5.25%)	586775 (2.71%)	233380 (4.96%)	605450 (2.81%)
Intron antisense	50614 (1.12%)	185709 (0.86%)	60167 (1.28%)	201017 (0.93%)
Intron sense	92377 (2.05%)	577538 (2.67%)	107307 (2.28%)	691496 (3.21%)
miRNA	51603 (1.15%)	5003869 (23.09%)	41144 (0.87%)	5618205 (26.09%)
rRNA	168606 (3.74%)	3864145 (17.83%)	101906 (2.17%)	2525627 (11.73%)
snRNA	4057 (0.09%)	17352 (0.08%)	3651 (0.08%)	16305 (0.08%)
snoRNA	1630 (0.04%)	4804 (0.02%)	1952 (0.04%)	6788 (0.03%)
tRNA	32162 (0.71%)	1005187 (4.64%)	19256 (0.41%)	749792 (3.48%)
Unannotated sRNAs	3776597 (83.82%)	10112207 (46.67%)	4030300 (85.66%)	10754453 (49.95%)

As shown in Table 2, 16,586,059 clean reads (2,343,700 unique reads) from control and 16,889,709 clean reads (2,669,645 unique reads) from B-deficient roots were mapped to *C. clementina* genome using SOAP. Exon, intron, miRNA, rRNA, snRNA, snoRNA and tRNA reads were annotated, respectively. Reads used for prediction of novel miRNAs for control and B-deficient roots were 3,776,597 and 4,030,300, respectively.

### Identification of known miRNAs in roots

To identify the known miRNAs in the two libraries constructed from control and B-deficient roots, clear reads were aligned with known plant miRNAs from miRBase 18 (http://www.mirbase.org/). Only the perfectly matched sequences were considered. A total of 538 known miRNAs was identified in the two libraries (Additional file 2). 

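The deposited count table holds 849 miRNA names, and 548 of them are in the authors' comparison of the 2 libraries and in Additional file 2. The counts in Additional file 2 equal the deposited counts for all 548. None of the other 301 names has more than 21 reads in either library. Reads counted on the 849 names came to 5159454 in the control library, 23.8% of its clean reads, and to 5660349 in the B-deficient library, 26.3%. The comparison lists 59 of the 548 miRNAs at 0 reads in the control library and 75 at 0 reads in the B-deficient library. In none of these 134 cases did the tag list of that library hold more than 3 reads of the listed sequence.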

To compare the abundance of miRNAs in different libraries, the count of reads was normalized to TPM. In control library, the most abundant miRNA identified was miR3954 (83,883.0865 TPM), followed by miR156 (32,511.4115 TPM) and miR166 (22,220.8316 TPM). However, miR156 abundance (22,980.3671 TPM) in B-deficient library ranked third after miR3954 (122,762.6342 TPM) and miR166 (42,066.0747 TPM) (Additional file 2). 

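The deposited count of miR3954 in the control library was 1817609 reads, or 83883 TPM (95% Wilson interval 83766 to 84000). miR156 had 704469 reads and miR166 481489 reads, followed by miR2911 with 341781 reads and by miR157. By the exact count of each listed sequence, miR3954 had 1726588 reads and miR156 447320, and miR166 ranked the fifth with 126908.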

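In the B-deficient library, miR3954 had 2643142 deposited reads, miR166 905704 and miR156 494779. The log2 ratio of B-deficient over control was 0.55 for miR3954, 0.92 for miR166 and -0.50 for miR156, so that none of them passed the cut-off of 1.5. The exact counts gave the same order, with 2512539 reads of the listed sequence of miR3954, 285497 of miR166 and 270383 of miR156.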

The known miRNAs with normalized read-count less that ten in the two libraries were not used for further analysis, because the use of low expressed miRNAs is apt to cause false results [39]. After removing these miRNAs, a total of 238 miRNAs were further analyzed (Additional file 3).

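The filter kept 238 of the listed miRNAs, those with at least 10 TPM in at least 1 library. The median log2 ratio of these 238 was -0.16. When at least 10 TPM was required in both libraries, 123 miRNAs were left, and at 50 TPM in at least 1 library 118 were left. By the exact count of the listed sequence, 41 miRNAs had at least 10 TPM in at least 1 library.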

### Identification of novel miRNAs in roots

After removal of the rRNAs, snRNAs, snoRNAs, tRNAs and known miRNAs, the remained sequences that were not annotated were used to predict novel miRNAs using the Mireap (http://sourceforge.net/projects/mireap/). Based on the criteria for annotation of plant miRNAs [6,42], we identified a total of 108 novel miRNAs from control and B-deficient roots (Additional file 4). 

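Additional file 4 lists each of the 108 predicted miRNAs with its sequence, its position on the *C. clementina* genome version 0.9 and its reads in each library. It lists 24 of them at 0 reads in the control library and 15 at 0 reads in the B-deficient library. For 35 of these 39, the tag list of the library with the listed 0 holds more than 3 reads of exactly that sequence. In 5 cases, a miRNA listed at 0 in the control library and a miRNA listed at 0 in the B-deficient library lie at the same place in the genome. One such pair is novel_mir_42 and novel_mir_341, which share scaffold 138 from 158620 to 158754. The sequence of novel_mir_341, TGGTATGGGTGAGTAGGGAAG, is the listed opposite arm of novel_mir_42.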

Similar to the known miRNAs, novel miRNAs with very low expression were excluded from the expression analysis [39], thus leading to 60 miRNAs that were used for further analysis (Additional file 5).

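Of the 108 predicted miRNAs, 60 had at least 10 TPM by the listed reads in at least 1 library. With the exact count of each sequence in place of the listed count, 43 did.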

### Differentially expressed miRNAs between control and B-deficient roots

A miRNA was considered differentially expressed when the miRNA had both a fold-change of more that 1.5 and a *P*-value of less than 0.01. 

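Past the filter, 112 known miRNAs had an absolute log2 ratio above 1.5 and an Audic-Claverie p under the paper's limit, 40 of them higher and 72 lower in the B-deficient library. All 112 pass the same criteria with the authors' deposited log2 ratios and p-values. Their log2 ratios ran from -13.64 to 12.06 with a median size of 6.79, and the smallest was 1.51. In 41 of them the count in a library was 3 or fewer and was set to 3, and in 34 of these it was 0, so that the ratio is a bound. Ranked with these counts set to 3 reads, the largest increases were those of miR2948, miR1039, miR2664, miR2622 and miR2099. Of these, only that of miR2948 is not a bound. With 0.01 TPM in place of 0, the log2 ratio of miR2948 was 12.06, outside the 5 largest increases. miR2948 rose from 7 to 29705 reads, and miR1039 was listed at 0 reads in the control library and at 6532 in the B-deficient library, at least 2191-fold higher. Ranked in the same way, the 5 largest decreases were those of miR3462, miR1869, miR3694, miR1077 and miR5661. With 0.01 TPM in place of 0, miR1869 at -13.19 and miR1077 at -11.90 lay outside the 5 largest decreases. miR3462 had 38609 reads in the control library and was listed at 0 in the B-deficient library, at least 12788-fold lower, and miR1869 fell from 103526 to 11 reads.
In 95 of the 112, the tag list of neither library held more than 3 reads of the listed sequence. The listed sequence gave a median of 0.192% of the deposited count in the library with the higher count, against 2.13% for the 126 miRNAs that were tested and not called. All 112 had a read of the listed sequence in the library with the higher count, and 89 had none in the other library. With the exact count, 4 of the 112 stayed past the cut-offs, namely miR157, miR165, miR472 and miR535. With the overlap sum, 12 stayed past them in the same direction and 96 had an absolute log2 ratio of 1.5 or less. By that sum, miR3462 rose from 22059 reads in the control library to 28485 in the B-deficient library, and miR1869 fell from 90447 to 38560. miR2948 fell from 47275 to 25924 reads and miR1039 from 17370 to 11645. Thus miR3462, miR2948 and miR1039 reversed by the overlap sum, and miR1869, at a log2 ratio of -1.22, lay within the cut-off. Tags of the same length with at most 1 mismatch did not reverse for miR1039. They rose from 19 to 120 reads, a log2 ratio of 2.67, though it was not called. For miR2948 such tags fell from 108 to 51 reads, and for miR3462 they had 4 and 5 reads. miR1448, chosen after its values had been seen, also reversed by the overlap sum. It went from 1043 and 0 deposited reads in the control and B-deficient libraries to an overlap sum of 985 and 7513 reads. The median size of the log2 ratio over the 112 was then 0.47.

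**Figure D2:**
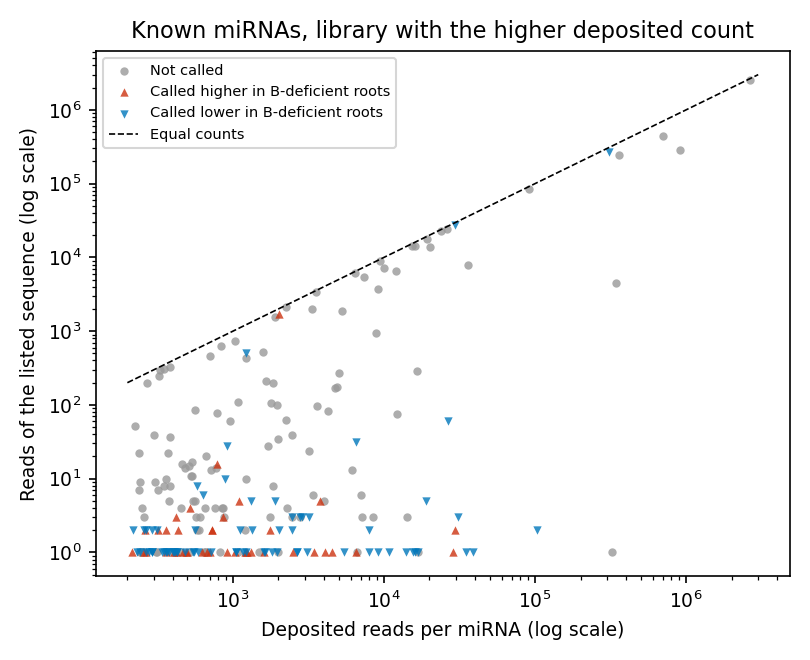
Deposited reads of each of the 238 tested known miRNAs (x axis, log scale) against the reads of its listed sequence (y axis, log scale), both in the library with the higher deposited count. Each point is 1 miRNA, the triangles mark the 40 called higher and the 72 called lower, and the dashed line marks equal counts. Most triangles lie near the lower edge, at 3 or fewer reads of the listed sequence.

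For the predicted miRNAs, the listed counts gave 12 higher and 10 lower. The largest increases were those of novel_mir_212, novel_mir_47, novel_mir_227, novel_mir_42 and novel_mir_226, all listed at 0 reads in the control library. The largest decreases were those of novel_mir_341, novel_mir_422, novel_mir_464, novel_mir_371 and novel_mir_470, all listed at 0 reads in the B-deficient library. Of the 22, 14 were listed at 0 in a library, and for 13 of these the tag list of that library held more than 3 reads of exactly that sequence. novel_mir_212 was listed at 0 and 17062 reads, while its exact count was 5366 in the control library and 5466 in the B-deficient library. novel_mir_341 was listed at 53561 and 0 reads, while its exact count was 12837 and 7158. For novel_mir_422, no read of the listed sequence was found in either library. With the exact count, 5 of the 22 stayed past the cut-offs, namely novel_mir_98 and novel_mir_135, which were higher, and novel_mir_52, novel_mir_285 and novel_mir_379, which were lower. The listed sequence of novel_mir_52 fell from 126321 to 31017 reads, a log2 ratio of -2.02. The overlap sum of novel_mir_379 went from 1330 to 1166 reads and no longer passed the cut-off. From these numbers of up- and down-regulated miRNAs, the paper concludes that B-deficiency greatly affected the expression profiles of miRNAs in roots.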

Based on the two criteria, 40 known and 12 novel miRNAs were up-regulated, and 72 known and 10 novel miRNAs were down-regulated in response to B-deficiency (Additional files 3 and 5).

### Validation of high-throughput sequencing results by real time quantitative reverse transcription PCR (qRT-PCR)

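In the sequencing data, 13 of the 26 miRNAs selected for qRT-PCR lay above a log2 ratio of 1.5 and 12 below -1.5, and miR159 lay within the cut-off at -1.26. The median size of their log2 ratios was 8.11. miR2079 and miR407 had less than 10 TPM in both libraries. For 23 of the 26, both exact counts of the listed sequence were 3 or fewer and gave no ratio. The listed sequence of miR535 fell from 27713 to 8226 reads, the only one of the 26 past the cut-off by the exact count. By the overlap sum, log2 ratios ran from -2.58 to 1.65, and 15 of the 26 had the direction of the deposited counts.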

As only one mixed sample of B-deficient and control RNA was sequenced, it was necessary to measure the expression of a selection of miRNAs to validate that the changes observed were biologically consistent. qRT-PCR analysis showed that 23 of the 26 miRNAs tested were comparable in magnitude to the expression profiles obtained by the high-throughput sequencing (Figure 1). This technique was thus validated in 88.5% of cases.

**Figure 1:**
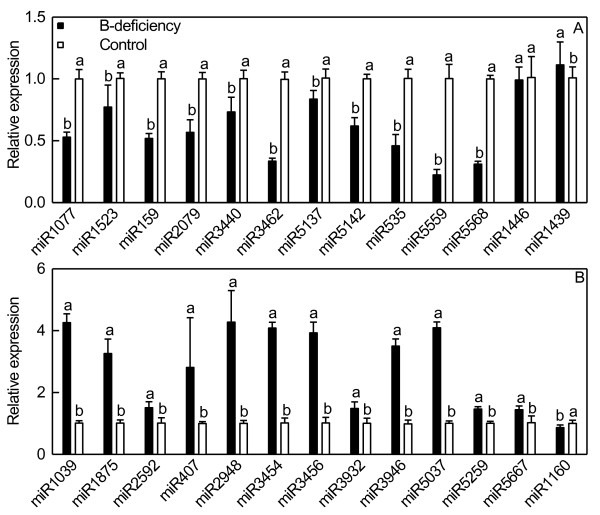
**Relative abundances of selected known miRNAs in B-deficient and control roots revealed by qRT-PCR.** Bars represent mean ± SD (*n* = 3). Significant differences were tested between control and B-deficient roots for the same miRNA. Different letters above the bars indicate a significant difference at *P* < 0.05. All the values were expressed relative to the control roots.

### Prediction of targets for differentially expressed miRNAs

A total of 1228 (103) genes were predicted based on the 112 (22) differentially expressed known (novel) miRNAs in *C. sinensis* roots (Additional files 6 and 7). GO categories were assigned to all the predicted targets according to the cellular component, molecular function and biological process. Categories based on the cellular component showed that the potential targets for the 112 and 22 differentially expressed known and novel miRNAs were associated with 15 and 8 components, respectively, with the highest percentage of membrane (Figure 2A). Based on the molecular function, the targets for the known and novel miRNAs were classified into 17 and 11 categories, respectively, the highest percentage of two categories were nucleic acid binding and metal ion binding (Figure 2B). As shown in Figure 2C, the known and novel miRNAs targets were involved in 18 and 11 biological processes, respectively, the most two GO terms are developmental process and response to stress for known miRNAs and developmental process and nucleic acid metabolism process for novel miRNAs, respectively.

**Figure 2:**
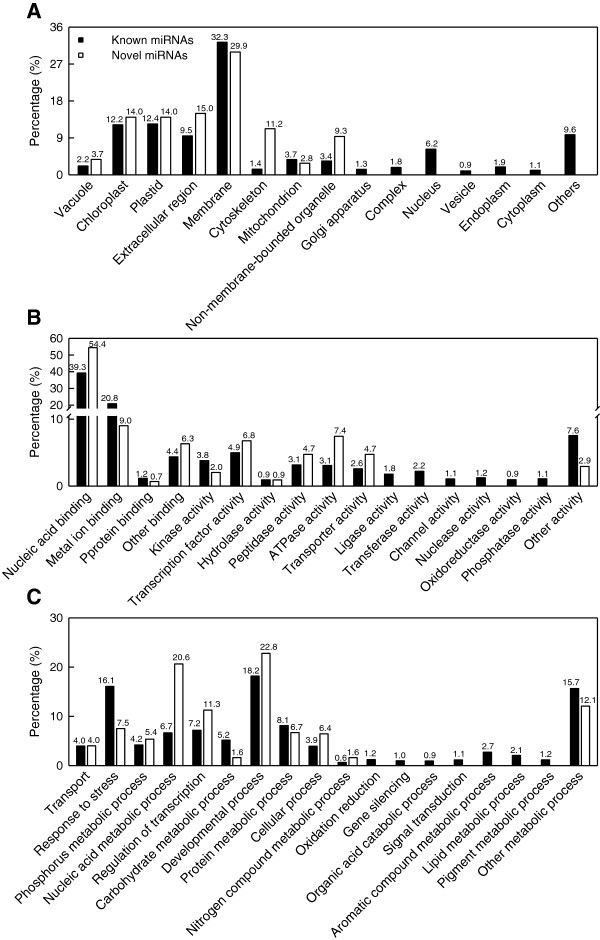
**GO of the predicted target genes for 122 (22) differentially expressed known (novel) miRNAs.** Categorization of miRNAs target genes was performed according to cellular component **(A)**, molecular function **(B)** and biological process **(C)**.

### qRT-PCR relative expression analysis of target genes

In plants, genes targeted by miRNAs are believed to be regulated mainly *via* endonucleolytic cleavage of mRNAs due to their near-perfect complementarity to their target genes, although evidence indicates the existence of widespread translational inhibition [43]. Twenty-nine genes targeted by 10 down-regulated and two up-regulated miRNAs were assayed by qRT-PCR (Table 3). Seventeen of the 29 target genes had the expected changes in mRNA levels, suggesting that miRNAs play a role in regulating gene expression under B-deficiency by cleaving mRNAs. However, the expression changes of 11 target genes displayed a positive correlation with their corresponding miRNAs. The remaining one target gene was not detected in control and B-deficient roots. Overall, there was no obvious pattern in the expression profiles of target genes in response to B-deficiency. For example, the relative expression levels of nine genes targeted by down-regulated *miR157* were validated by qRT-PCR. Four genes displayed decreased expression, while five had increased expression. The results were consistent with those reported in *Arabidopsis*[40].

**Table 3:** qRT-PCR relative expression of experimentally determined or predicted target genes of selected miRNAs

**miRNA**	**Fold change of miRNA**	**Accession**	**Homology**	**Target genes**	**Relative change of target genes**
miR157	−1.91565867**	**clementine0.9_008930m|PACid:19258970**	**At1g27370**	**SPL10**	3.4986**
		**clementine0.9_022829m|PACid:19252333**	**At3g57920**	**SPL15**	2.6067**
		**clementine0.9_008954m|PACid:19258969**	**At5g43270**	**SPL2**	1.4237**
		**clementine0.9_024862m|PACid:19271517**	**AT2G33810.1**	**SPL3**	1.3488**
		clementine0.9_013242m|PACid:19264658	At2g42200	SPL9	0.3869**
		clementine0.9_008011m|PACid:19259369	At1g69170	SPL6	0.4757**
		clementine0.9_016441m|PACid:19260022	At5g50570	SPL13, SPL13A	0.3484**
		clementine0.9_023574m|PACid:19252334	At1g53160	SPL4	0.5714**
		clementine0.9_002919m|PACid:19270659	AT5G45650.1	Subtilase family protein	0.6551**
miR158	−10.05808647**	clementine0.9_033221m|PACid:19268186	AT2G03210	Fucosyltransferase 2	0.5617**
		clementine0.9_001239m|PACid:19279142	AT3G07400	Lipase class 3 family protein	0.2308**
miR165	−1.72183503**	**clementine0.9_002294m|PACid:19282243**	**At5g60690**	**IFL1/REV**	1.8727**
		**clementine0.9_002262m|PACid:19273192**	**At4g32880**	**ATHB-8**	2.9758**
		**clementine0.9_002420m|PACid:19255038**	**At1g52150**	**ATHB-15**	3.1719**
miR2118	1.80829542	**clementine0.9_000380m|PACid:19257198**	**AT3G14460.1**	**LRR and NB-ARC domains-containing disease resistance protein**	0.3102**
		clementine0.9_001085m|PACid:19277494	AT5G17680.1	TIR-NBS-LRR domain protein	ND
miR472	1.57070884**	**clementine0.9_030591m|PACid:19255601**	**AT4G27190.1**	**Disease resistance protein (TIR-NBS-LRR class) family**	0.2364**
		**clementine0.9_002232m|PACid:19255072**	**AT5G63020.1**	**LRR and NB-ARC domains-containing disease resistance protein**	0.4072**
		**clementine0.9_001280m|PACid:19266747**	**AT1G12210.1**	**Disease resistance protein (CC-NBS-LRR class) family**	0.5369**
miR782	−10.76475548**	clementine0.9_012930m|PACid:19252541	AT2G19810.1	CCCC-type zinc finger family protein	0.3491**
miR830	−5.62148264**	clementine0.9_010529m|PACid:19254979	At1g52380	RanBP1 domain	0.7394**
		**clementine0.9_001127m|PACid:19282371**	**At3g45850**	**Kinesin motor-related**	2.1131**
miR843	−10.39121131**		**TC375153**	**Leucine rich repeat protein**	1.9240**
		clementine0.9_003787m|PACid:19284123	At5g13550	Sulphate transporter	0.7840**
miR5023	−10.93425838**	**clementine0.9_013684m|PACid:19283327**	**AT3G21640.1**	**FKBP-type peptidyl-prolyl cis-trans isomerase family protein**	1.0678*
		**clementine0.9_002391m|PACid:19286425**	**AT5G45160.1**	**Root hair defective 3 GTP-binding protein (RHD3)**	1.8507**
miR5266	−1.5614939**	**clementine0.9_008179m|PACid:19257317**	**AT4G13510.1**	**Ammonium transporter 1;1**	1.3396*
miR5562	−1.67229975**	clementine0.9_008349m|PACid:19251662	AT2G38290.1	Ammonium transporter 2	0.4023**
miR3465	−3.3743459**	**clementine0.9_001178m|PACid:19280124**	**AT3G57330.1**	**Autoinhibited Ca**^**2+**^**-ATPase 11**	1.5827**

Both fold change of miRNAs and relative change of target genes are the ratio of B-deficient roots to the controls. The value for relative change of target gene is an average of at least three biological replicates with three technical replicates; Target genes that had the expected changes in mRNA levels were marked in bold. ND: Not detected; *and **indicate a significant difference at *P* < 0.05 and *P* < 0.01, respectively.

### Root metabolites and enzymes

B-deficient roots displayed decreased concentration of anthocyanin and increased levels of flavonoids (Figure 3). B-deficiency increased root proline concentration, and decreased its proline dehydrogenase (PDH) activity (Figure 4). As shown in Figure 5, B-deficient roots had increased glutamate dehydrogenase (GDH)-NAD (deaminative) activity, but decreased GDH-NADH (aminative) activity.

**Figure 3:**
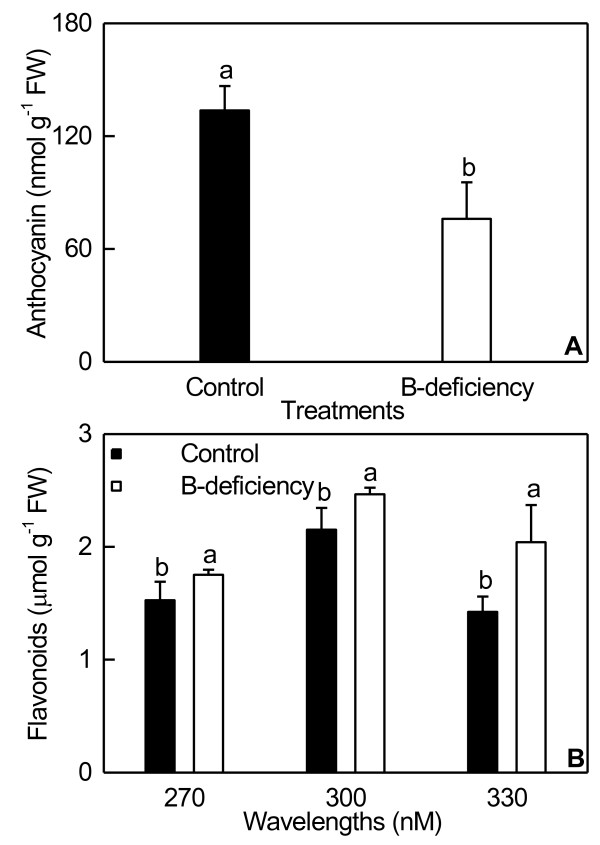
**Effects of B-deficiency on root concentrations of anthocyanin (A) and flavonoids (B).** Bars represent mean ± SD (*n* = 7). Significant differences was tested between B-deficient and control roots. Different letters above the bars indicate a significant difference at *P* < 0.05.

**Figure 4:**
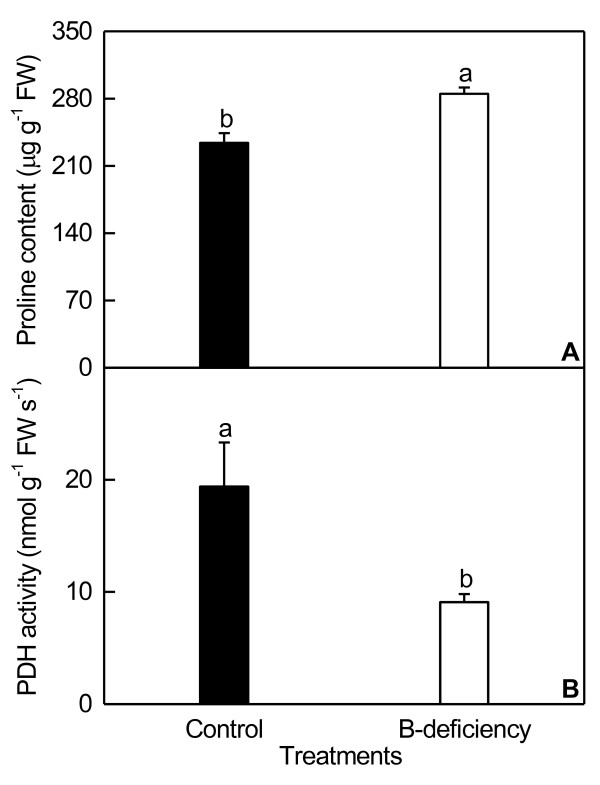
**Effects of B-deficiency on proline concentration (A) and proline dehydrogenase activity (B) in roots.** Bars represent mean ± SD (*n* = 4). Different letters above the bars indicate a significant difference at *P* < 0.05.

**Figure 5:**
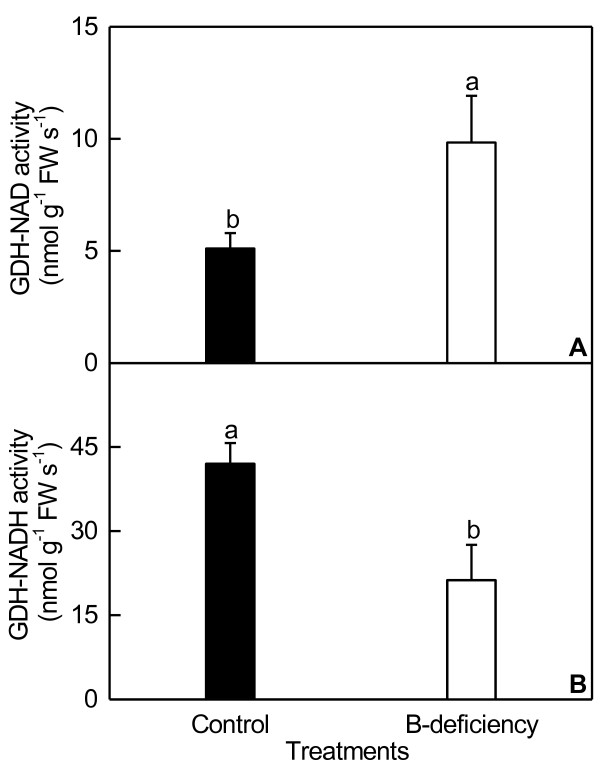
**Effects of B-deficiency on GDH-NAD activity (A) and GDH-NADH activity (B) in roots.** Bars represent mean ± SD (*n* = 4 or 6). Different letters above the bars indicate a significant difference at *P* < 0.05.

## Discussion

As important post-transcriptional regulators, the expressions of many plant miRNAs are regulated by various biotic and abiotic stresses, including nutrient (S, Cu, P, Fe and N) deficiencies, which may contribute to the development of adaptive responses to deal with unfavorable growth conditions [8,9,11,13,16,26,44]. Although the genes responsible for tolerance of plants to B-deficiency has been examined in some detail [4,5], little information is available on the roles of miRNAs under B-deficiency. In this study, we identified 538 known miRNAs (Additional file 2) and 108 novel miRNAs (Additional file 4) from control and B-deficient roots. A 1.5-fold cut-off was set to determine up-regulated and down-regulated miRNAs in addition to a *P*-value of less than 0.01. Based on the two criteria, 52 (40 known and 10 novel) up-regulated miRNAs and 82 (70 known and 10 novel) down-regulated miRNAs were identified in B-deficient roots (Additional files 3 and 5), demonstrating that the expression profiles of miRNAs in B-deficient roots were greatly affected.

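The files list miR474 at 0 reads in the control library and at 1240 in the B-deficient library, at least 416-fold higher. Its listed sequence, CAAAGTTTTTGGGTTCTGGGGGG, was found as 1 read in the B-deficient library and as 0 reads in the control library. The overlap sum was 1342 reads in the control library and 1190 in the B-deficient library, a log2 ratio of -0.16, which reverses the direction.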

Our finding that root *miR474* was up-regulated under B-deficiency (Additional file 3) agrees with the previous results obtained on drought-stressed rice and maize (*Zea mays*) leaves [45] and salt-stressed maize roots [46]. Wei et al. [45] showed that under drought stress, the transcript of *miR474* and the concentration of proline were increased in maize, whereas its target gene *PDH* was down-regulated. They concluded that drought-induced increase in *miR474* expression might down-regulate *PDH*, thus increasing the accumulation of proline, an osmoprotectant. In addition to improving osmoprotection responses to drought stress, proline acts as a free radical scavenger to protect plants from oxidative damage. Hajiboland and Bastani [47] observed that proline concentration in tea roots and leaves increased under B-deficiency and drought stress, especially in roots, suggesting that the B-deficiency-induced accumulation of proline may be a strategy for tea plants to counteract the oxidative stress. Therefore, proline level in B-deficient roots might be enhanced due to decreased PDH activity resulting from enhanced expression level of *miR474*, thus improving the adaptation of plants to B-deficiency. As expected, B-deficient roots displayed decreased PDH activity and increased proline concentration (Figure 4).

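miR157 fell from 307228 reads in the control library to 80913 in the B-deficient library, a log2 ratio of -1.92 (standard error 0.0057 from the counts alone). The listed sequence, TTGACGGAAGATAGAGAGCAC, was read 266957 and 71599 times, which gave a log2 ratio of -1.89. The overlap sum gave -1.90. With edgeR's exact test and a preset biological coefficient of variation of 0.4, the p of miR157 was no longer past the limit. The coefficient was not estimated from these libraries, so this outcome rests on the preset value.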

We found that *miR157* in roots was down-regulated by B-deficiency (Additional file 3), as previously obtained on N- and P- deficient common bean roots. However, common bean root *miR157* was up-regulated by Fe-deficiency and manganese (Mn)-toxicity [13]. In plants, miR156 and miR157 have been grouped in one miRNA family because of their high degree of sequence similarity and their conserved targets, the squamosa promoter binding protein-like (SPL) proteins [48]. Gou et al. [49] observed a positive relationship of anthocyanin concentration and miR156 activity and an inverse relationship of flavonol (a subclasse of flavonoid) concentration and miR156 activity. As expected, B-deficient roots had lower anthocyanin concentration and higher flavonoid concentration (Figure 4) due to decreased expression of miR157. Gou et al. [49] suggested that at one of the miR156 targets, *SPL9*, negatively regulates anthocyanin accumulation by directly inhibiting expression of anthocyanin biosynthetic genes through disruption of the MYB-bHLH-WD40. However, *SPL9* in *C. sinensis* roots was down-regulated by B-deficiency (Table 3).

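miR158 was counted at 231 reads in the control library and listed at 0 in the B-deficient library, at least 76.5-fold lower (exact Audic-Claverie p = 3.03e-70). Of these reads, 1 was the listed sequence TCCCAATTCGGCAAAGCA. The overlap sum was 98 and 93 reads, a log2 ratio of -0.07.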

Our observation that root *miR158* was decreased under B-deficiency (Additional file 3) agrees with the previous report that *miR158* was down-regulated in P-deficient tomato roots [10] and N-deficient *Arabidopsis* seedlings [28]. However, Buhtz et al. [50] observed that *miR158* was up-regulated in the phloem of *B. napus* under Fe-deficiency. In *Arabidopsis* seedlings, *miR158* were up-regulated in response to salt stress [51]. Expression of *miR158a* in *Arabidopsis* roots increased under hypoxia [40]. miR158 is predicted to target three genes encoding a pentatricopeptide repeat containing protein of unknown function, fucosyltransferases (xyloglucan fucosyltransferases) and a lipase [52]. However, root expression levels of *fucosyltransferase 2* and *lipase class 3 family protein* decreased in response to B-deficiency (Table 3).

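The deposited count of miR5023 was 424 reads in the control library and 0 in the B-deficient library, at least 140-fold lower (exact Audic-Claverie p = 4.47e-128). Its listed sequence, AATTGGTATGGATAAGGGGAA, was read 1 time in the control library and not at all in the B-deficient library. Tags overlapping it came to 358 and 140 reads, a log2 ratio of -1.35 that lies within the cut-off.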

Root transcript of *miR5023* decreased in response to B-deficiency (Additional file 3). This means that its target genes: *FKBP-type peptidyl-prolyl cis-trans isomerase family protein* and *root hair defective 3 GTP-binding protein (RHD3)* (Additional file 6), might be up-regulated under B-deficiency. This is validated by our qRT-PCR data that the expression of the two genes in roots increased in response to B-deficiency (Table 3). FK506-binding proteins (FKBP), cyclosporins (CyPs) and parvulin (Pvn) are the three major classes of peptidyl prolyl cis-trans isomerases (PPIases), which are considered to assist chaperones by accelerating the slow rate-limiting isomerization steps. Among these, the best-studied class of PPIases is that of FKBPs by far. Increasing evidence shows that in addition to their role in protein folding, plant FKBPs are involved in abiotic stress response [53]. Nigam et al. [54] showed that yeast cells overexpressing *FKBP20* displayed enhanced tolerance to high temperatures. The up-regulation of *RHD3* in B-deficient roots agrees with the previous results obtained by Yang et al. [37] in B-deficient *C. sinensis* roots and by Redondo-Nieto et al. [4] in B-deficient *M. truncatula* root nodules. In *Arabidopsis*, RHD3 has been suggested to be required for cell wall biosynthesis and actin organization [55]. Xu et al. [56] observed that transgenic poplar plants overexpressing *PeRHD3* had less adventitious roots, more lateral roots, and longer and more root hairs. Thus, the number of lateral roots in B-deficient *C. sinensis* seedlings might increase due to increased expression level of *RHD3*. This agrees with the previous reports data that B-deficiency increased lateral root formation of plants [57]. These results imply that RHD3 may be involved in the tolerance of plants to B-deficiency.

Zhou et al. [58] reported that overexpression of *miR165* resulted in a drastic reduction in the transcript levels of its target genes [all five class III homeodomain leucine-zipper (HD-ZIP III) genes] in *Arabidopsis* seedlings. Hawker and Bowman [59] showed that *HD-ZIP III* genes played a role in promoting *Arabidopsis* lateral root formation. Therefore, B-deficient roots might have increased expression level of *HD-ZIP III* due to decreased abundance of *miR165* (Additional file 3), thus enhancing lateral root formation. Indeed, qRT-PCR analysis showed that the expression levels of three HD-ZIP III transcription factors (*ILF1/REV, ATHB-8 and ATHB-15*) increased in B-deficient roots (Table 3). This is also supported by the previous reports that B-deficiency increased the lateral root formation [57].

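miR165 had 1215 reads in the control library and 366 in the B-deficient library, a log2 ratio of -1.72 with a standard error of 0.086 from the counts alone (exact Audic-Claverie p = 1.28e-105). The listed sequence TCGGACCAGGCTTCCCCCC gave 501 and 163 of these reads, a log2 ratio of -1.61. With the overlap sum, which also takes in related tags, the counts were 3224 and 2842 and the log2 ratio was -0.17.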

Recently, Xu et al. [30] observed an inverse relationship between the abundance of *miR1857* in the red-flesh mutant of sweet orange and the expression level of its target gene encoding lycopene β-cyclase, a key enzyme of the carotenoid biosynthesis pathway. 

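miR1857 rose from 3 deposited reads in the control library to 1193 in the B-deficient library. Its listed sequence, TATGCTCAAGAAAAACAGA, was read 1 time, in the B-deficient library. The overlap sum rose from 279 to 473 reads, a log2 ratio of 0.77 that did not pass the cut-off.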

In our study, root *miR1857* was was up-regulated under-B deficiency (Additional file 3), implying that carotenoid biosynthesis might be impaired in B-deficient roots due to decreased expression of lycopene β-cyclase gene.

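The count of miR2118 rose from 225 to 783 reads, a log2 ratio of 1.81 with a standard error of 0.11 (exact Audic-Claverie p = 6.96e-74). The listed sequence TTCCCTATGCCTCCCATTCCTA was read 5 times in the control library and 16 times in the B-deficient library (exact Audic-Claverie p = 0.0128). With the overlap sum the counts were 4064 and 7095, and the log2 ratio was 0.81.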

Our finding that root *miR2118* was induced by B-deficiency (Additional file 3) agrees with the previous reported that the transcript of *miR2118* was enhanced in salt-stressed roots of *Vigna unguiculata*[60], NaCl, drought and ABA treated *P. vulgaris* seedlings [61], Fe-deficient common bean leaves [13], and drought-stressed *M. truncatula* shoots [62], and with our qRT-PCR data that the expression of one target gene encoding LRR and NB-ARC domains-containing disease resistance protein decreased in B-deficient roots (Table 3). However, P-deficiency and Mn-toxicity down-regulated the transcript of *miR2118* in common bean leaves [13]. Wong et al. [63] reported that the abundance of disease resistance protein (TIR-NBS-LRR class, a target gene of miR2118) mRNA in *Thellungiella salsuginea* leaves was down-regulated in response to drought and short-term salinity stress. However, the abundance of TIR-NBS-LRR class disease resistance protein in *Thellungiella halophila* leaves increased under long-term salinity stress [64]. Therefore, miR2118 might be involved in abiotic stresses as well as biotic stresses.

Evidence shows that the target genes of miR472 are involved in disease resistance [65]. We found that *miR472* was enhanced in B-deficient roots (Additional file 3), meaning that disease resistance protein gene might be down-regulated, thus decreasing the disease resistance of roots. 

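miR472 had 682 reads in the control library and 2013 in the B-deficient library, a log2 ratio of 1.57 with a standard error of 0.064 (exact Audic-Claverie p = 2.38e-153). The listed sequence TTTTTCCCACACCTCCCATCCC rose from 558 to 1682 reads, a log2 ratio of 1.60. Scaling by DESeq2's size factors moved the ratio from just above the cut-off to 1.49, and scaling by the reads on known miRNAs to 1.43.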

As expected, the expression of three genes encoding disease resistance protein (TIR-NBS-LRR class) family, LRR and NB-ARC domains-containing disease resistance protein, and disease resistance protein (CC-NBS-LRR class) family decreased in B-deficient roots (Table 3). This agrees with the fact that B increases the disease resistance in plants [66].

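miR394 fell from 1903 deposited reads in the control library to 53 in the B-deficient library, a log2 ratio of -5.16 with a standard error of 0.20. Its listed sequence, AGGTGGGGATGACGTCAAGT, was read 5 and 2 times. The overlap sum fell from 301 to 89 reads, a log2 ratio of -1.75. All scalings and counting rules that were tried gave a lower value in the B-deficient library. The counting rules all start from this listed sequence, and no other sequence of miR394 was counted. The exact count, 5 and 2 reads, differed within counting error (exact Audic-Claverie p = 0.147). Tags of the same length with at most 1 mismatch also had 5 and 2 reads.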

We found that root *miR394* was up-regulated by B-deficiency (Additional file 3), as previously reported on P-starved tomato roots [10], NaCl-treated *Arabidopsis* seedlings [51], Fe-deficient *Malus xiaojinensis* roots [67], and N-deficient maize shoots (*miR394s*) [44]. Ni et al. [68] showed that overexpression of *miR394a* in *Arabidopsis* reduced the transcript of an *F-box gene* (At1g27340, also known as LEAF CURLING RESPONSIVENESS, LCR) containing a miR394 complementary target site. In *Arabidopsis*, a null mutation in *DOR* gene, which encodes a putative F-box protein, led to a substantial increase in drought tolerance as well as a hypersensitive ABA response of stomatal closing; conversely, the transgenic plants overexpressing *DOR* gene showed decreased drought tolerance [69]. Song et al. [70] reported that both *miR394* and *LCR* transcripts were regulated by salt and drought stresses and ABA treatment, concluding that the silencing of *LCR* mRNA by miR394 is essential to maintain a certain phenotype favorable for the adaptive response to abiotic stresses. Therefore, B-deficiency might down-regulate the accumulation of *LCR* mRNA in *C. sinensis* roots due to increased transcript of *miR394* (Additional file 3), thus improving the tolerance of plants to B-deficiency. However, Li et al. [71] observed that *miR394a* was up-regulated in response to drought stress but down-regulated in response to salinity stress in soybean roots. *miR394a,b,c* were up-regulated in roots, stems and leaves of *B. napus* by sulfate-deficiency and Cd stress except for the down-regulation of *miR394* in sulfate-deficient leaves [72]. In *Arabidopsis*, root *miR394b* and shoot *miR394a* and *miR394b* were initially up-regulated and then down-regulated under Fe-deficiency [73].

miR782 is predicted to target genes encoding maize protein disulfide isomerase (PDIL5-1) [74] and MYB transcription factor (MYBML2) [75]. 

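miR782 was counted at 377 reads in the control library and listed at 0 in the B-deficient library, at least 125-fold lower (exact Audic-Claverie p = 5.42e-114). The listed sequence ACAAACAGAGTTGGATTTCTT was 1 of the control reads. The overlap sum rose from 343 to 456 reads, a log2 ratio of 0.42, and tags with the same start and a 3' end within 2 nt of the listed end went from 6 to 13 reads, within counting error.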

Our result showed that root expression of *miR782* decreased in response to B-deficiency (Additional file 3), implying that the expression of *PDI* and *MYBML2* might be up-regulated in B-deficient roots. Protein disulfide isomerases (PDIs) are molecular chaperones that contain thioredoxin (TRX) domains and aid in the formation of proper disulfide bonds during protein folding. Chen et al. [76] showed that transgenic rice seedlings overexpressing a protein disulfide isomerase-like protein (PDIL) gene displayed enhanced tolerance to mercury (Hg), accompanied by lower levels of superoxide anion radicals, H_2_O_2_ and malondialdehyde (MDA), higher activities of superoxide dismutase (SOD) and peroxidase (POD), and increased concentrations of non-protein thiols and reduced glutathione (GSH). Plant MYB proteins are characterized by a highly conserved MYB DNA-binding domain. Plant MYB transcription factors are involved in regulatory networks controlling development, metabolism and responses to biotic and abiotic stresses. Rubio et al. [77] showed that a conserved MYB transcription factor was involved in phosphate starvation signaling in both vascular plants and in unicellular algae. Thus, the down-regulation of *miR782* in B-deficient roots might provide an adaptive strategy of plants to B-deficiency.

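miR830 fell from 545 to 11 deposited reads, a log2 ratio of -5.62 with a standard error of 0.44 (exact Audic-Claverie p = 4.32e-145). Its listed sequence, TAACTATGTTGGAACAGTG, was seen as 1 read in the control library. The tags that overlap it had 294 and 260 reads, a log2 ratio of -0.17.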

B-deficiency decreased the transcript of root *miR830* (Additional file 3). This agrees with the previous report that *miR830a* in *Arabidopsis* seedlings was down-regulated at low temperature (16°C) [78]. However, *miR830* was up-regulated in P-deficient roots and down-regulated in P-deficient stems and leaves of white lupin [22]. miR830 is predicted to target two genes encoding RanBP1 domain-containing protein and kinesin motor-related [79]. qRT-PCR analysis showed that B-deficient roots had increased expression of kinesin motor-related, but decreased expression of *RanBP1 domain-containing protein* (Table 3). Kinesins, a superfamily of microtubule motor proteins ubiquitous in all eukaryotic organisms, function in the unidirectional transport of vesicles and organelles, cytokinesis, signal transduction, and morphogenesis [80]. Therefore, the down-regulation of *miR830* in B-deficient roots might be advantageous to normal growth and development of plants under B-deficiency.

We found that the transcript of *miR843* decreased in B-deficient roots (Additional file 3), implying that its target genes: *leucine rich repeat protein (LRP)*, *plant homedomain (PHD)-finger*, *oligomeric golgi complex 7-like*[81] and *sulfate transporter*[82], might be up-regulated under B-deficiency. qRT-PCR analysis showed that B-deficient roots had enhanced expression of *LRP*, but decreased expression of *sulfate transporter* (Table 3). 

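The deposited count of miR843 was 291 reads in the control library and 0 in the B-deficient library, at least 96.4-fold lower (exact Audic-Claverie p = 3.19e-88). The listed sequence TTTAGGTAGAGCGTCTGGA was seen as 1 read in the control library and 0 in the B-deficient library. The overlap sum fell from 254 to 8 reads, a log2 ratio of -4.98.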

Park et al. [83] observed that heterologous expression of rice *LRP* (*OsLRP*) resulted in the activation of defense response and enhanced resistance to bacterial soft rot in Chinese cabbage. Thus, the higher expression of *LRP* might partially compensate for the decreased disease resistance in B-deficient plants [66]. Wei et al. [84] reported that transgenic *Arabidopsis* plants overexpressing the *GmPHD2* from soybean displayed enhanced salt tolerance through control of ROS signaling and scavenging. Liu et al. [85] observed that overexpression of *OsPHD1* enhanced the tolerance of transgenic rice plants to drought, high salt and cold stresses. Therefore, the down-regulation of *miR843* in B-deficient roots might be an adaptive response. Our observation that B-deficiency decreased the transcript of root *sulfate transporter* (Table 3) disagrees with the previous reports that B-deficiency increased the abundances of phosphate transporter 3;1 [37] in *C. sinensis* roots and of K^+^ channel in *B. napus* roots [86].

We observed that B-deficiency increased the transcript of *miR821* in roots (Additional file 3), which agrees with the previous data that *miR821* was expressed in roots of salt-stressed plants, and not expressed in healthy, non-stressed plants [87]. 

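miR821 rose from 65 deposited reads in the control library to 1766 in the B-deficient library, a log2 ratio of 4.77 with a standard error of 0.18. Its listed sequence, AATCATTAAAAAAAAGTAGAAGT, was read 1 time and 2 times. The overlap sum rose from 536 to 1066 reads, a log2 ratio of 1.00.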

Down-regulation of its target gene, *putative enoyl-CoA hydratase/isomerase* by miR821 is indicative of the impact of the β-oxidation pathway of unsaturated fatty acids, which might lead to decrease in carbon flux in the form of acetyl-CoA. The acetyl-CoA can eventually enter the TCA cycle [88]. This agrees with our report that B-deficient *C. sinensis* roots displayed decreased root respiration [37]. In this study, the transcript of *GDH1*, a target gene of miR821 [89], might be down-regulated in B-deficient roots, thus decreasing the activity of root GDH. As expected, GDH-NADH (aminative) activity was down-regulated in B-deficient *C. sinensis* roots (Figure 5B). However, GDH-NAD (deaminative) activity in roots increased in response to B-deficiency (Figure 5A). Robinson et al. [90] reported that the primary role of GDH was the oxidation of glutamate under conditions where carbon is limited. Thus, B-deficiency-induced increase in GDH-NAD activity agrees with the previous study showing that B-deficiency decreased or did not affect root concentrations of non-structural carbohydrates [37]. Beato et al. [91] showed that *GDH* genes, *Ntgdh-NAD;A1* and *Ntgdh-NAD;B2*, were up-regulated in N-deficient tobacco roots, accompanied by decreased concentrations of glucose and fructose.

B-deficiency decreased the expression level of root *miR5266* (Additional file 3). 

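miR5266 fell from 18824 deposited reads in the control library to 6337 in the B-deficient library, a log2 ratio of -1.56 with a standard error of 0.021. The listed sequence CGGGGGACGGACTGGGCG gave 5 and 2 of these reads. The overlap sum was 17491 and 11411 reads, a log2 ratio of -0.61. Tags of the same length with at most 1 mismatch went from 16 to 21 reads, a difference within counting error.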

As expected, the transcript of *ammonium transporter 1;1* targeted by miR5266 (Additional file 6) was enhanced in B-deficient roots (Table 3), hence facilitating the uptake of ammonium from external environments as well as the translocation of ammonium from roots to shoots [92]. This agrees with the previous reports that B-deficient tobacco roots had higher concentration of ammonium [2]. The higher uptake of ammonium might compensate for the reduced nitrate uptake by repressing root plasmalemma H^+^-ATPase (*PMA2*) gene expression [2]. However, the expression of *ammonium transporter 2* targeted by miR5562 (Additional file 6) decreased in B-deficient roots (Table 3).

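miR5562 had 1344 reads in the control library and 419 in the B-deficient library, a log2 ratio of -1.67 with a standard error of 0.081 (exact Audic-Claverie p = 5.73e-112). Its listed sequence, ATGTGAGAGAAGGTCATC, was read 2 times in the control library and not at all in the B-deficient library. The overlap sum fell from 974 to 105 reads, a log2 ratio of -3.20.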

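The deposited count of miR3465 fell from 574 to 55 reads, a log2 ratio of -3.37 (exact Audic-Claverie p = 8.31e-110). The listed sequence CATCTGTAGATCTAACCAGGC was read 8 and 5 times. Tags that overlap it had 540 and 361 reads, a log2 ratio of -0.57 that lies within the cut-off.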

The expression of autoinhibited Ca^2+^-ATPase 11 gene (a target gene of miR3465, Additional file 6), might be up-regulated in B-deficient roots due to decreased transcript of *miR3465* (Additional file 3). This agrees with our finding that B-deficiency increased the abundances of autoinhibited Ca^2+^-ATPase 11 in *C. sinensis* roots [37].

## Conclusions

We first identified miRNAs and their expression pattern in B-deficient *C. sinensis* roots by Illumina sequencing. A total of 538 known miRNAs and of 108 novel miRNAs was identified from control and B-deficient roots. In B-deficient roots, 52 (40 known and 12 novel) up-regulated and 82 (72 known and 10 novel) down-regulated miRNAs were isolated. This demonstrates remarkable metabolic flexibility of *C. sinensis* roots, which might contribute to the tolerance of roots to B-deficiency. A model for the possible roles of miRNAs in the tolerance of roots to B-deficiency was proposed through the integration of the present results and available data in the literature (Figure 6). miRNAs might regulate the adaptations of *C. sinensis* roots to B-deficiency through following several aspects: (*a*) activation of the defense response, ROS signaling and scavenging due to increased expression of *miR474* and decreased expression of *miR782* and *miR843*; (*b*) increasing the number of lateral roots (miR5023) and maintaining a certain phenotype favorable for the adaptive response to B-deficiency (miR394); (*c*) enhancing cell transport by decreasing the accumulation of *miR830*, *miR5266* and *miR3465*; (*c*) improving osmoprotection (miR474) and regulating other metabolic reactions (miR5023 and miR821). In addition, both *miR472* and *miR2118* expression increased in B-deficient *C. sinensis* roots, thus decreasing the expression of their target genes, which are involved in disease resistance, and hence, the disease resistance of roots. Therefore, the discovery and characterization of these B-deficiency-responsive miRNAs will help us to elucidate the molecular mechanisms involved in the tolerance of plants to B-deficiency. Although the absolute conditions without B created under pot conditions do not exist in field, because there is always certain level of B supply in field conditions even under highly B-deficient conditions, pot results should stand ture under field conditions, because typical B-deficient symptoms: corky split veins of *Citrus* leaves usually occur in the sand culture and in field conditions [33,38,93].

**Figure 6:**
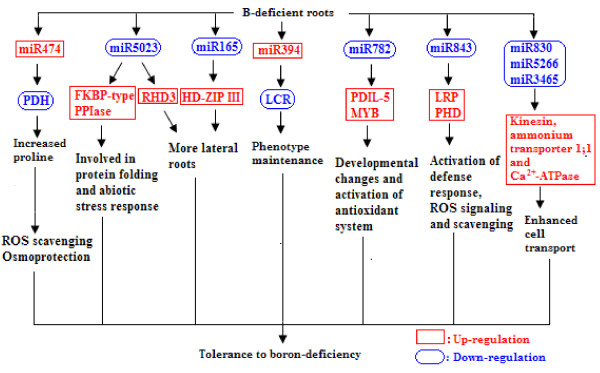
**A proposed model for the possible roles of miRNAs in the tolerance of *Citrus sinensis *** **roots to B-deficiency.**

## Methods

### Plant culture and B treatments

Plant culture and B treatments were performed according to Yang et al. [37]. Briefly, 5-week-old seedlings of ‘Xuegan’ [*Citrus sinensis* (L.) Osbeck] were transplanted into 6 L pots containing fine river sand. Ten weeks after transplanting, each pot was supplied every other day with B-deficient (0 μM H_3_BO_3_) or -sufficient (10 μM H_3_BO_3_, control) nutrient solution for 15 weeks. There were 10 replications per B treatment with 2 pots in a completely randomized design. Plants grown in the absence of B first developed in the apex and in the actively growing leaves because B is phloem immobile in *Citrus*. B-deficient symptoms in mature leaves were characterized by enlargement, splitting and corking of leaf veins [33,34]. At the end of the experiment, approx. 5-mm-long root apices were frozen immediately in liquid N_2_ after being excised from the seedlings. Root samples were stored at −80°C until extraction.

### Plant DW, root and leaf B

At the end of the experiment, seven plants per treatment from different replications were harvested. The plants were divided into their separate parts (roots and shoots). The plant material was then dried at 80°C for 48 h and the DW measured. B concentration in roots and leaves was assayed by ICP emission spectrometry after microwave digestion with HNO_3_[37].

### Root flavonoids, anthocyanin, proline, proline dehydrogenase and glutamate dehydrogenase

Flavonoid and anthocyanin were assayed as described by Krizek et al. [94] and Wagner [95], respectively. Free proline and proline dehydrogenase (PDH) were assayed according to Bates et al. [96] and Veeranjaneyulu and Kumari [97], respectively. The amination (NADH) and deamination (NAD) reactions of glutamate dehydrogenase (GDH) were assayed according to Loyola-Vargas and de Jimenez [98].

### Isolation of sRNAs, library construction and high-throughput sequencing

About 0.1 g mixed frozen B-sufficient and -deficient roots from five replictations were used to extract RNA. Total RNA was extracted from frozen roots using TRIzol reagent (Invitrogen, Carlsbad, CA) following manufacturer’s instructions. Two sRNA libraries were constructed according to Wang et al. [62]. Briefly, sRNAs were isolated from the total RNA by size fractionation with 15% Tris-borate-EDTA urea polyacrylamide gel (TBU). Then the sRNAs were ligated with 5' and 3' adaptor by T4 RNA ligase after being dephosphorylated by alkaline phosphatase. The adaptor-ligated sRNAs were transcribed to single-stranded cDNA using Superscript II reverse transcriptase (Invitrogen). Thereafter, the single-stranded cDNA was used as templates for double-stranded synthesis by PCR amplification using the primer designed according to the adapter sequence. The obtained PCR products were sequenced on a Solexa sequencer (Illumina) at the Beijing Genomics Institute (BGI), Shenzhen, China.

### sRNA annotation and miRNA identification

The raw reads obtained from the Solexa sequencing were cleaned by removing adaptors, low quality tags as well as contaminant reads including those reads with 5´-primer contaminants, reads without 3´-primer, reads with poly A, reads without the insert tag, and reads with length less than 18 nt. We use software developed by the BGI to deal with the data from the Solexa sequencing. The clean reads were then used to analyze length distribution and common/specific sequences. Thereafter, the clear reads were mapped to *Citrus clementina* genome (JGI version 0.9, http://www.phytozome.org/clementine.php, 35976 sequences) using SOAP, only perfectly mapped sequences were retained and analyzed further. rRNAs, tRNAs, snRNAs and snoRNAs were removed from the sRNAs sequences through BLASTn search using NCBI Genebank database (http://www.ncbi.nlm.nih.gov/blast/Blast.cgi/) and Rfam (10.1) database (http://www.sanger.ac.uk/resources/databases/rfam.html) (*e* = 0.01). The remaining sequences were aligned with known plant miRNAs from miRBase 18 (http://www.mirbase.org/). Only the perfectly matched sequences were considered to be conserved miRNAs. Reads that were not annotated were used to predict novel miRNAs using a prediction software Mireap (http://sourceforge.net/projects/mireap/), which was developed by the BGI, by exploring the secondary structure, the Dicer cleavage site and the minimum free energy of the unannotated small RNA tags which could be mapped to genome. Parameters were set as follows: minimal miRNA sequence length (18), maximal miRNA sequence length (25), minimal miRNA reference sequence length (20), maximal miRNA reference sequence length (23), maximal copy number of miRNAs on reference (20), maximal free energy allowed for a miRNA precursor (−18 kcal/mol), maximal space between miRNA and miRNA* (300), minimal base pairs of miRNA and miRNA* (16), maximal bulge of miRNA and miRNA* (4), maximal asymmetry of miRNA/miRNA* duplex (4) and flank sequence length of miRNA precursor (20).

### Differential expression analysis of miRNAs under B-deficiency

Both the fold change between B-deficiency and -sufficiency (control) and the *P*-value were calculated from the normalized expression of transcript per million (TPM) [62]. Normalized expression was calculated by the following formula: Normalized expression = Actual miRNA count/Total count of clean reads*1,000,000. The fold change between B-deficiency and control was calculated as: Fold-change = log_2_ (B-deficiency/Control). The *p*-value was calculated by the following formula:

$$p\left(x|y\right)=\left(\frac{N_{2}}{N_{1}}\right){\frac{y\;\left(x+y\right)\underset{˙}{l}}{x\underset{˙}{l}y\underset{˙}{l}\left(1+\frac{N_{2}}{N_{1}}\right)\left(x+y+1\right)}}_{D\left(y\geq y_{\max}|x\right)=\sum_{y\geq y_{\max}}^{\infty }p\left(y|x\right)}^{C\left(y\leq y_{\min}|x\right)=\sum_{y=0}^{y\leq y_{\min}}p\left(y|x\right)}$$

A 1.5-fold cut-off was set to determine up-regulated and down-regulated miRNAs in addition to a *P*-value of less than 0.01.

### Target prediction of miRNAs

Target prediction of miRNAs was performed by RNAhybrid based on rules suggested by Allen et al. [14] and Schwab et al. [52].

### Functions of the potential targets of the differentially expressed miRNAs

To reveal the functions of the predicted target genes of the differentially expressed miRNAs, all targets were mapped to GO terms in the database (http://www.geneontology.org/), and calculated gene numbers for each term. The GO results were expressed as three categories: cellular component, molecular function, biological process [99].

### Validation of miRNA expression by real time quantitative reverse transcription PCR (qRT-PCR)

Total RNA was extracted from B-sufficient and -deficient roots as described above. About 2.0 μg total RNA was polyadenylated with ATP by poly(A) polymerase and reverse-transcribed with poly(T) adapter primer by PrimeScript® RTase at 42°C according to manufacturer’s instruction (Takara, Japan). Add enough RNA-free dH_2_O to bring to a final volume of each tube to 100 μL and pipet 1 μL aliquot to the next qRT-PCR. Twenty-six miRNAs were selected to perform qRT-PCR to validate the miRNA expression obtained from the high-throughput sequencing. miRNA special (forward) primers were designed according to the miRNA sequence but excluded the last two to five nucleotides at 3' end of the miRNA. A 5' extension of three to five nucleotides, which was chosen randomly and relatively GC-rich, was added to each forward primer to increase the melting temperature [100]. All the primers were assigned to Primer Software Version 5.0 (PREMIER Biosoft International, USA) to assess their quality. All the primers used were listed in Additional file 8. For qRT-PCR, 20 μL reaction solution contained 10 μL ready-to-use SYBR® Premix Ex TaqTM II (Takara, Japan), 0.8 μL 10 μM miRNA forward primer, 0.8 μL 10 μM Uni-miR qPCR primer, 2 μL cDNA template and 6.4 μL dH_2_O. qRT-PCR was performed with a Mastercycler Ep Realplex System (Eppendorf, Hamburg, Germany) using *actin* (AEK97331.1) as internal control. The cycling conditions were 60 s at 95°C, followed by 40 cycles of 95°C for 10 s, 60°C for 30 s. Samples for qRT-PCR were run in at least three biological replicates with three technical replicates. Relative miRNA expression was calculated using ddCt algorithm. For the normalization of miRNA expression, *actin* gene was used as an internal standard and the roots from control plants were used as reference sample, which was set to 1.

### qRT-PCR analysis of miRNA target gene expression

Total RNA was extracted from frozen B-sufficient and -deficient roots using TRIzol reagent (Invitrogen, Carlsbad, CA) following manufacturer’s instructions. The sequences of the F and R primers used were given in Additional file 9. qRT-PCR analysis of miRNA target gene expression was performed using a Mastercycler Ep Realplex System (Eppendorf, Hamburg, Germany) as previously described by Yang et al. [37].

### Experimental design and statistical analysis

There were 20 pot seedlings per treatment in a completely randomized design. Experiments were performed with 4–7 replicates. Differences among treatments were separated by the least significant difference (LSD) test at *P* < 0.05 level.

### Availability of supporting data

“The data set supporting the results of this article are available in the Gene Expression Omnibus repository under accession no GSE57016 (http://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE57016)”. The mature miRNA and precursor sequences will be submitted to miRBase registry and assigned final names after final acceptance of the manuscript.

## Competing interests

The authors declare that they have no competing interests.

## Authors’ contributions

YBL carried out most of the experiments and drafted the manuscript. LTY participated in the design of the study and coordination. YPQ participated in the design of the study. YL directed the study. ZL and YBC carried out the cultivation of seedlings. ZRH performed the statistical analysis. LSC designed and directed the study and revised the manuscript. All authors have read and approved the final manuscript.

## Supplementary Material

Additional file 1 **Length distribution of small RNAs from control and B-deficient roots of *Citrus sinensis *** **seedlings.** Click here for file

Additional file 2 **List of known miRNAs in *Citrus sinensis *** **roots.** Click here for file

Additional file 3 **List of known miRNAs in *Citrus sinensis *** **roots after removing these miRNAs with normalized read-count less than 10 TPM in two miRNA libraries constructed from control and B-deficient roots.** Click here for file

Additional file 4 **List of novel miRNAs in *Citrus sinensis *** **roots.** Click here for file

Additional file 5 **List of novel miRNAs in *Citrus sinensis *** **roots after removing these miRNAs with normalized read-count less than 10 TPM in two miRNA libraries constructed from control and B-deficient roots.** Click here for file

Additional file 6 **List of target genes for parts of known miRNAs in *Citrus sinensis *** **roots.** Click here for file

Additional file 7 **List of target genes for parts of novel miRNAs in *Citrus sinensis *** **roots.** Click here for file

Additional file 8 Primer sequences for qRT-PCR expression analysis of miRNAs. Click here for file

Additional file 9 Specific primer pairs used for qRT-PCR expression analysis of selected miRNA target genes. Click here for file

# Supplementary material for: Identification of boron-deficiency-responsive microRNAs in Citrus sinensis roots by Illumina sequencing
**Source:** BMC Plant Biol. 2014 May 7;14:123. doi: 10.1186/1471-2229-14-123
**Supplement:** Additional file 1 — Length distribution of small RNAs from control and B-deficient roots of Citrus sinensis seedlings.

**Additional file 1:** **Length distribution of small RNAs from control and B-deficient roots of *Citrus sinensis* seedlings.**

# Supplementary material for: Identification of boron-deficiency-responsive microRNAs in Citrus sinensis roots by Illumina sequencing
**Source:** BMC Plant Biol. 2014 May 7;14:123. doi: 10.1186/1471-2229-14-123
**Supplement:** Additional file 6 — List of target genes for parts of known miRNAs in Citrus sinensis roots.

**Additional file 6: List of target genes for parts of known miRNAs in *Citrus sinensis*** roots

# Supplementary material for: Identification of boron-deficiency-responsive microRNAs in Citrus sinensis roots by Illumina sequencing
**Source:** BMC Plant Biol. 2014 May 7;14:123. doi: 10.1186/1471-2229-14-123
**Supplement:** Additional file 7 — List of target genes for parts of novel miRNAs in Citrus sinensis roots.

**Additional file 7: List of target genes for parts of novel miRNAs in *Citrus sinensis*** roots

| *miRNA* | *Assession* | *Homology* | *Target genes* |
| --- | --- | --- | --- |
| novel_mir_13 | clementine0.9_011592m|PACid:19256995  clementine0.9_009423m|PACid:19274760  clementine0.9_002581m|PACid:19261769  clementine0.9_002478m|PACid:19263262  clementine0.9_005334m|PACid:19277764 | AT5G11320.1  AT1G47128.1  AT3G22910.1  AT2G18940.1  AT1G71350.1 | Flavin-binding monooxygenase family protein  Granulin repeat cysteine protease family protein  ATPase E1-E2 type family protein / haloacid dehalogenase-like hydrolase family protein  Tetratricopeptide repeat (TPR)-like superfamily protein  Eukaryotic translation initiation factor SUI1 family protein |
| novel_mir_135 | clementine0.9_003290m|PACid:19257361  clementine0.9_002827m|PACid:19258257  clementine0.9_028913m|PACid:19283071 | AT3G23410.1  AT2G15820.1  AT3G20580.1 | Fatty alcohol oxidase 3  Endonucleases  COBRA-like protein 10 precursor |
| novel_mir_207 | clementine0.9_011823m|PACid:19269777  clementine0.9_031745m|PACid:19275745  clementine0.9_033204m|PACid:19275934  clementine0.9_000031m|PACid:19286191  clementine0.9_033352m|PACid:19286644 | AT2G17030.1  AT1G78090.1  AT1G35910.1  AT1G65810.1  AT2G23945.1 | F-box family protein with a domain of unknown function (DUF295)  Trehalose-6-phosphate phosphatase  Haloacid dehalogenase-like hydrolase (HAD) superfamily protein  P-loop containing nucleoside triphosphate hydrolases superfamily protein  Eukaryotic aspartyl protease family protein |
| novel_mir_212 | clementine0.9_015773m|PACid:19252184  clementine0.9_001210m|PACid:19257602  clementine0.9_000023m|PACid:19258236  clementine0.9_017033m|PACid:19260579  clementine0.9_006359m|PACid:19262358  clementine0.9_001664m|PACid:19272032  clementine0.9_009423m|PACid:19274760  clementine0.9_018550m|PACid:19274415  clementine0.9_032931m|PACid:19276358  clementine0.9_005334m|PACid:19277764 | AT5G14130.1  AT3G22910.1  AT3G19050.1  AT3G06010.1  AT2G12550.1  AT4G35270.1  AT1G47128.1  AT1G47720.1  AT4G34138.1  AT1G71350.1 | Peroxidase superfamily protein  ATPase E1-E2 type family protein / haloacid dehalogenase-like hydrolase family protein  Phragmoplast orienting kinesin 2  Homeotic gene regulator  Ubiquitin-associated (UBA)/TS-N domain-containing protein  Plant regulator RWP-RK family protein  Granulin repeat cysteine protease family protein  Primosome PriB/single-strand DNA-binding  UDP-glucosyl transferase 73B1  Eukaryotic translation initiation factor SUI1 family protein |
| novel_mir_371 | clementine0.9_010675m|PACid:19263245  clementine0.9_032741m|PACid:19283533 | AT3G13050.1  AT1G69310.1 | Major facilitator superfamily protein  WRKY DNA-binding protein 57 |
| novel_mir_379 | clementine0.9_011140m|PACid:19254203  clementine0.9_003847m|PACid:19253405  clementine0.9_000953m|PACid:19255379  clementine0.9_028019m|PACid:19255979  clementine0.9_004249m|PACid:19256372  clementine0.9_035676m|PACid:19258534  clementine0.9_021105m|PACid:19263765  clementine0.9_036074m|PACid:19271269  clementine0.9_012120m|PACid:19273247  clementine0.9_002490m|PACid:19274662  clementine0.9_019959m|PACid:19285181  clementine0.9_000258m|PACid:19286118 | AT3G05530.1  AT4G24490.2  AT5G02950.1  AT5G19390.2  AT2G33730.1  AT3G28630.1  AT2G44840.1  AT4G13650.1  AT1G80880.1  AT5G42920.2  AT4G36910.1  AT2G34780.1 | Regulatory particle triple-A ATPase 5A  RAB geranylgeranyl transferase alpha subunit 1  Tudor/PWWP/MBT superfamily protein  Rho GTPase activation protein (RhoGAP) with PH domain  P-loop containing nucleoside triphosphate hydrolases superfamily protein  Protein of unknown function (DUF569)  Ethylene-responsive element binding factor 13  Pentatricopeptide repeat (PPR) superfamily protein  Tetratricopeptide repeat (TPR)-like superfamily protein  THO complex, subunit 5  Cystathionine beta-synthase (CBS) family protein  Maternal effect embryo arrest 22 |
| novel_mir_40 | clementine0.9_004028m|PACid:19266718  clementine0.9_000825m|PACid:19272879  clementine0.9_009713m|PACid:19272748  clementine0.9_011340m|PACid:19272749 | AT1G12240.1  AT1G21730.1  AT1G77480.1  AT1G44130.1 | Glycosyl hydrolases family 32 protein  P-loop containing nucleoside triphosphate hydrolases superfamily protein  Eukaryotic aspartyl protease family protein  Eukaryotic aspartyl protease family protein |
| novel_mir_42 | clementine0.9_001923m|PACid:19255789  clementine0.9_000636m|PACid:19254755  clementine0.9_002202m|PACid:19255082  clementine0.9_014584m|PACid:19273291 | AT3G46530.1  AT4G27220.1  AT5G63020.1  AT5G11790.1 | NB-ARC domain-containing disease resistance protein  NB-ARC domain-containing disease resistance protein  Disease resistance protein (CC-NBS-LRR class) family  N-MYC downregulated-like 2 |
| novel_mir_464 | clementine0.9_029104m|PACid:19276547  clementine0.9_012798m|PACid:19254482  clementine0.9_002307m|PACid:19283422 | AT3G26300.1  AT1G31410.1  AT1G20780.1 | Cytochrome P450, family 71, subfamily B, polypeptide 34  Putrescine-binding periplasmic protein-related  Senescence-associated E3 ubiquitin ligase 1 |
| novel_mir_47 | clementine0.9_002625m|PACid:19251244  clementine0.9_021452m|PACid:19251291  clementine0.9_015773m|PACid:19252184  clementine0.9_001985m|PACid:19255605  clementine0.9_005561m|PACid:19256865  clementine0.9_001210m|PACid:19257602  clementine0.9_028664m|PACid:19257455  clementine0.9_008090m|PACid:19261245  clementine0.9_017033m|PACid:19260579  clementine0.9_002581m|PACid:19261769  clementine0.9_006359m|PACid:19262358  clementine0.9_005634m|PACid:19265579  clementine0.9_029302m|PACid:19265741  clementine0.9_000337m|PACid:19267688  clementine0.9_018413m|PACid:19267988  clementine0.9_027791m|PACid:19268639  clementine0.9_027496m|PACid:19270328  clementine0.9_008622m|PACid:19270661  clementine0.9_010107m|PACid:19271396  clementine0.9_001750m|PACid:19273339  clementine0.9_027627m|PACid:19273274  clementine0.9_018550m|PACid:19274415  clementine0.9_027859m|PACid:19274852  clementine0.9_032931m|PACid:19276358  clementine0.9_001002m|PACid:19277171  clementine0.9_005334m|PACid:19277764  clementine0.9_016025m|PACid:19279346  clementine0.9_035560m|PACid:19280442  clementine0.9_001170m|PACid:19281105  clementine0.9_000518m|PACid:19281756  clementine0.9_010183m|PACid:19282538  clementine0.9_015416m|PACid:19284416  clementine0.9_013331m|PACid:19284482 | AT4G37270.1  AT2G22540.1  AT5G14130.1  AT2G04270.2  AT3G59040.1  AT3G22910.1  AT3G63380.1  AT3G16760.1  AT3G06010.1  AT3G22910.1  AT2G12550.1  AT1G73730.1  AT5G60900.1  AT2G36380.1  AT5G06410.1  AT2G01210.1  AT3G18080.1  AT1G47128.1  AT5G45820.1  AT1G12280.1  AT4G27190.1  AT1G47720.1  AT3G14470.1  AT4G34138.1  AT4G11110.1  AT1G71350.1  AT1G05010.1  AT5G26600.2  AT1G70750.1  AT3G46960.1  AT5G59580.1  AT2G40620.1  AT5G43060.1 | Heavy metal atpase 1  K-box region and MADS-box transcription factor family protein  Peroxidase superfamily protein  RNAse E/G-like  Tetratricopeptide repeat (TPR)-like superfamily protein  ATPase E1-E2 type family protein / haloacid dehalogenase-like hydrolase family protein  ATPase E1-E2 type family protein / haloacid dehalogenase-like hydrolase family protein  Tetratricopeptide repeat (TPR)-like superfamily protein  Homeotic gene regulator  ATPase E1-E2 type family protein / haloacid dehalogenase-like hydrolase family protein  Ubiquitin-associated (UBA)/TS-N domain-containing protein  ETHYLENE-INSENSITIVE3-like 3  Receptor-like protein kinase 1  Pleiotropic drug resistance 6  DNAJ heat shock N-terminal domain-containing protein  Leucine-rich repeat protein kinase family protein  B-S glucosidase 44  Granulin repeat cysteine protease family protein  CBL-interacting protein kinase 20  LRR and NB-ARC domains-containing disease resistance protein  NB-ARC domain-containing disease resistance protein  Primosome PriB/single-strand DNA-binding  NB-ARC domain-containing disease resistance protein  UDP-glucosyl transferase 73B1  SPA1-related 2  Eukaryotic translation initiation factor SUI1 family protein  Ethylene-forming enzyme  Pyridoxal phosphate (PLP)-dependent transferases superfamily protein  Protein of unknown function, DUF593  RNA helicase, ATP-dependent, SK12/DOB1 protein  UDP-glucosyl transferase 76E1  Basic-leucine zipper (bZIP) transcription factor family protein  Granulin repeat cysteine protease family protein |
| novel_mir_470 | clementine0.9_002420m|PACid:19255038  clementine0.9_009794m|PACid:19260556  clementine0.9_002189m|PACid:19281775 | AT1G52150.1  AT3G06330.1  AT5G02390.1 | Homeobox-leucine zipper family protein / lipid-binding START domain-containing protein  RING/U-box superfamily protein  Protein of unknown function (DUF3741) |
| novel_mir_471 | clementine0.9_002420m|PACid:19255038  clementine0.9_002604m|PACid:19254835  clementine0.9_000962m|PACid:19270198  clementine0.9_002189m|PACid:19281775  clementine0.9_002294m|PACid:19282243  clementine0.9_002251m|PACid:19286208 | AT1G52150.1  AT4G29750.1  AT2G21300.2  AT5G02390.1  AT5G60690.1  AT2G34710.1 | Homeobox-leucine zipper family protein / lipid-binding START domain-containing protein  CRS1 / YhbY (CRM) domain-containing protein  ATP binding microtubule motor family protein  Protein of unknown function (DUF3741)  Homeobox-leucine zipper family protein / lipid-binding START domain-containing protein  Homeobox-leucine zipper family protein / lipid-binding START domain-containing protein |
| novel_mir_52 | clementine0.9_023574m|PACid:19252334  clementine0.9_008011m|PACid:19259369  clementine0.9_008959m|PACid:19258968  clementine0.9_016441m|PACid:19260022  clementine0.9_012563m|PACid:19264657 | AT1G53160.1  AT1G69170.1  AT5G43270.1  AT5G50570.1  AT2G42200.1 | Squamosa promoter binding protein-like 4  Squamosa promoter-binding protein-like (SBP domain) transcription factor family protein  Squamosa promoter binding protein-like 2  Squamosa promoter-binding protein-like (SBP domain) transcription factor family protein  Squamosa promoter binding protein-like 9 |
| novel_mir_79 | clementine0.9_000163m|PACid:19256212  clementine0.9_012443m|PACid:19262305 | AT2G13370.1  AT3G20480.1 | Chromatin remodeling 5  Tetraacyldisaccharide 4\'-kinase family protein |
| novel_mir_95 | clementine0.9_026957m|PACid:19262146  clementine0.9_006981m|PACid:19264804  clementine0.9_003545m|PACid:19273795  clementine0.9_009002m|PACid:19273696 | AT5G57815.1  AT2G47310.1  AT2G25930.1  AT1G80870.1 | Cytochrome c oxidase, subunit Vib family protein  Flowering time control protein-related / FCA gamma-related  Hydroxyproline-rich glycoprotein family protein  Protein kinase superfamily protein |
| novel_mir_98 | clementine0.9_034815m|PACid:19259904  clementine0.9_003955m|PACid:19269403 | AT3G26610.1  AT3G14470.1 | Pectin lyase-like superfamily protein  NB-ARC domain-containing disease resistance protein |

# Supplementary material for: Identification of boron-deficiency-responsive microRNAs in Citrus sinensis roots by Illumina sequencing
**Source:** BMC Plant Biol. 2014 May 7;14:123. doi: 10.1186/1471-2229-14-123
**Supplement:** Additional file 8 — Primer sequences for qRT-PCR expression analysis of miRNAs.

**Additional file 8: Primer sequences for qRT-PCR expression analysis of miRNAs. Uni-miR qPCR p**rimer was added as the common reverse primer.

| *miRNAs* | *miRNA sequences* | *Forward primers (5´→3´)* |
| --- | --- | --- |
| miR1077 | TTAAGTGTTCGGATCGCGGC | GTCGGTTAAGTGTTCGGATCGCG |
| miR1523 | ATGGGATAAAGTAGGTAA | CGGCGATGGGATAAAGTAGGT |
| miR159 | TTTGGATTGAAGGGAGCTCTA | CGGGTTTGGATTGAAGGGAGC |
| miR2079 | AGAGTTATGTTGATCGACGTA | GAGCGAGAGTTATGTTGATCGAC |
| miR3440 | TGGATTGGACAAGAAAGGT | GGCGGTGGATTGGACAAGAAAG |
| miR3462 | GTTCGGGTTCGGGCGACG | GTCTCGTTCGGGTTCGGGCG |
| miR5137 | AGCGAAGAGAGAAAGATGGGCT | GCGTAGCGAAGAGAGAAAGATGG |
| miR5142 | AGTAATGATTGATAGGGAT | GGCGGAGTAATGATTGATAGGG |
| miR535 | TGACAATGAGAGAGAGCACAC | CCGATGACAATGAGAGAGAGCAC |
| miR5559 | TCTGGTGAAGTGTTCGGATC | GGTCTGGTGAAGTGTTCGGATC |
| miR5568 | CAGACGACTTAAATTCGCGA | GCGGCGCAGACGACTTAAATTC |
| miR1446 | CGAACTCTCTCCCTCAAC | GACTCCGAACTCTCTCCCTCAAC |
| miR1439 | TTTTGGAAGGGATGTATT | CGGCGTTTTGGAAGGGATGTAT |
| miR1039 | GGGGGACGGGCTGGGATC | CATTATGGGGGACGGGCTGGGA |
| miR1875 | AAATGTGAGTGGAGTGGACAGAA | GTGCAAATGTGAGTGGAGTGGAC |
| miR2592 | GGAAAACAGAATGTGCGGGATC | CGAAGGAAAACAGAATGTGCGGG |
| miR407 | TTTAATCAAATACTTTCTTGT | GCTGGCTTTAATCAAATACTTTCTTG |
| miR2948 | TATGGGAGAGTAGGGAAGAT | CGGAGTATGGGAGAGTAGGGAAG |
| miR3454 | ATTCCCATCGAGCTGGGTA | GCCACATTCCCATCGAGCTG |
| miR3456 | TTTAGAACGTCGTGAGTCA | GCGCTTTAGAACGTCGTGAGTC |
| miR3932 | AAGTTTTGATGACAAGAA | GCGGAAGTTTTGATGACAAGAA |
| miR3946 | ATTGTAGAGAATTAGAAGAACAC | CGCGCATTGTAGAGAATTAGAAGAAC |
| miR5037 | AGTGAGAACTTTGAAGGCCGA | ACCGTAGTGAGAACTTTGAAGGCC |
| miR5259 | CAAGGGGTATTTGGATGGACA | CGCACAAGGGGTATTTGGATGGAC |
| miR5667 | AAACAGATCAAAGATGGCATTTCC | GCGCAAACAGATCAAAGATGGCATTTC |
| miR1160 | AAGGACCCTCGGAAGGGG | GGAACAAGGACCCTCGGAAG |
|  |  |  |
|  | Reverse primers (5´→3´) | Forward primers (5´→3´) |
| *Actin* | GCTTGGAGCAAGTGCTGTGATT | AGAACTATGAACTGCCTGATGGC |

# Supplementary material for: Identification of boron-deficiency-responsive microRNAs in Citrus sinensis roots by Illumina sequencing
**Source:** BMC Plant Biol. 2014 May 7;14:123. doi: 10.1186/1471-2229-14-123
**Supplement:** Additional file 9 — Specific primer pairs used for qRT-PCR expression analysis of selected miRNA target genes.

**Additional file 9: Specific primer pairs used for qRT-PCR expression analysis of selected miRNA target genes.**

| **miRNA** | **Accession No.** | **Target gene** | **Forward primer (5´→3´)** | **Reverse primer (5´→3´)** |
| --- | --- | --- | --- | --- |
| **miR157** | **At1g27370** | ***SPL10*** | **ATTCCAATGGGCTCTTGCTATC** | **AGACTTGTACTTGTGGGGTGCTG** |
|  | **At3g57920** | ***SPL15*** | **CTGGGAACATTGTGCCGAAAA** | **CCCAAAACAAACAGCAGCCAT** |
|  | **At5g43270** | ***SPL2*** | **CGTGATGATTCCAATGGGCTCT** | **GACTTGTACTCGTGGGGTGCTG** |
|  | **AT2G33810.1** | ***SPL3*** | **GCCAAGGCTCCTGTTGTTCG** | **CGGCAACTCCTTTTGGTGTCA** |
|  | **At2g42200** | ***SPL9*** | **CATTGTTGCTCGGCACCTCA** | **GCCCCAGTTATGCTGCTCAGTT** |
|  | **At1g69170** | ***SPL6*** | **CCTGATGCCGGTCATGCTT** | **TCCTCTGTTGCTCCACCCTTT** |
|  | **At5g50570** | ***SPL13, SPL13A*** | **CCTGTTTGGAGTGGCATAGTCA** | **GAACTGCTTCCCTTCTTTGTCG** |
|  | **At1g53160** | ***SPL4*** | **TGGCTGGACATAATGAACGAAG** | **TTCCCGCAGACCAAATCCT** |
|  | **AT5G45650.1** | ***Subtilase family protein*** | **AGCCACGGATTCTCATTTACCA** | **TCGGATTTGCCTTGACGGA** |
| **miR158** | **AT2G03210** | ***Fucosyltransferase 2*** | **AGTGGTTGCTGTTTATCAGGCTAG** | **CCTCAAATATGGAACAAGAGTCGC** |
|  | **AT3G07400** | ***Lipase class 3 family protein*** | **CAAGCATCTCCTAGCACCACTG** | **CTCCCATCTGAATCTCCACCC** |
| **miR165** | **At5g60690** | ***IFL1/REV*** | **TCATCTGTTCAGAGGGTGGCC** | **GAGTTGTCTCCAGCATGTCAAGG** |
|  | **At4g32880** | ***ATHB-8*** | **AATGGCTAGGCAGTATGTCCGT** | **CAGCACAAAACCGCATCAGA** |
|  | **At1g52150** | ***ATHB-15*** | **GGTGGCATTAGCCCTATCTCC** | **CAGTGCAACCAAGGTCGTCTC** |
| **miR2118** | **AT3G14460.1** | ***LRR and NB-ARC domains-containing disease resistance protein*** | **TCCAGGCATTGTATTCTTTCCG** | **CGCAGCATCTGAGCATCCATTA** |
|  | **AT5G17680.1** | ***TIR-NBS-LRR domain protein*** | **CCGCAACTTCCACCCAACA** | **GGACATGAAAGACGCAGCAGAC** |
| **miR472** | **AT4G27190.1** | ***Disease resistance protein (TIR-NBS-LRR class) family*** | **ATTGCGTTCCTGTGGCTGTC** | **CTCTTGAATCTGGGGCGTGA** |
|  | **AT5G63020.1** | ***LRR and NB-ARC domains-containing disease resistance protein*** | **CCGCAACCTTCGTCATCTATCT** | **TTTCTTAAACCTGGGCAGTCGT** |
|  | **AT1G12210.1** | ***Disease resistance protein (CC-NBS-LRR class) family*** | **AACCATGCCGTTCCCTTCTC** | **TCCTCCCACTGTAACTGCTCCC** |
| **miR782** | **AT2G19810.1** | ***CCCC-type zinc finger family protein*** | **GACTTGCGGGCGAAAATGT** | **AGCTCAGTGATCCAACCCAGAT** |
| **miR830** | **At1g52380** | ***RanBP1 domain*** | **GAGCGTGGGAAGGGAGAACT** | **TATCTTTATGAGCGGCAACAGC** |
|  | **At3g45850** | ***Kinesin motor-related*** | **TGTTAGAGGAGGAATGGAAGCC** | **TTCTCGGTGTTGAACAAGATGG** |
| **miR843** | **TC375153** | ***Leucine rich repeat protein*** | **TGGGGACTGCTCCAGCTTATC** | **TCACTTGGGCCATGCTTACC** |
|  | **At5g13550** | ***Sulphate transporter*** | **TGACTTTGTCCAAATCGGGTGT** | **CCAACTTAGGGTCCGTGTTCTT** |
| **miR5023** | **AT3G21640.1** | ***FKBP-type peptidyl-prolyl cis-trans isomerase family protein*** | **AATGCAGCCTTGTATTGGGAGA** | **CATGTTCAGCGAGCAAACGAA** |
|  | **AT5G45160.1** | ***Root hair defective 3 GTP-binding protein (RHD3)*** | **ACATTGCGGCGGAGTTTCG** | **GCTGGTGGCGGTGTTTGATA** |
| **miR5266** | **AT4G13510.1** | ***Ammonium transporter 1;1*** | **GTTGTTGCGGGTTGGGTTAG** | **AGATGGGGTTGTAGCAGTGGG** |
| **miR5562** | **AT2G38290.1** | ***Ammonium transporter 2*** | **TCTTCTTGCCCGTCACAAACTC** | **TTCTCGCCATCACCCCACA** |
| **miR3465** | **AT3G57330.1** | ***Autoinhibited Ca2+-ATPase 11*** | **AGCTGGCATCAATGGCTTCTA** | **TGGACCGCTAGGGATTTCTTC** |
|  | **AEK97331.1** | ***Actin*** | **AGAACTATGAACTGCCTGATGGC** | **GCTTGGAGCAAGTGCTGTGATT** |

How the deposited data were processed for this re-analysis (not part of the article)

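Small RNAs from roots of *C. sinensis* seedlings were sequenced by the authors, with 1 library from plants supplied with 0 μM B and 1 from control plants supplied with 10 μM B for 15 weeks. Each library was made from RNA of roots mixed over 5 replications, so there are no replicates in the sequencing data. The libraries were assigned to the treatments by their labels and the paper's methods. The qRT-PCR, growth, metabolite and enzyme measurements of the paper are not analysed here.

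The authors removed adaptors, low quality tags, contaminants and reads under 18 nt, joined identical reads, and deposited the count of reads of each unique tag. The authors matched clean reads to known plant miRNAs of miRBase release 18 and deposited a count of reads for each miRNA name, without normalization. The paper's text does not state the counting program or how a read that matches several names was counted. The deposited RPM values, called TPM in the paper, are these counts over the clean reads of the library, times 1000000. In the comparison of the libraries, the authors deposited the log2 ratio of B-deficient over control, with a value of 0.01 written in place of 0, and a p-value from the Audic-Claverie formula. For the 283 deposited p-values large enough to be compared, the deposited p-value was within 1% of 2 times the smaller of the probability of a B-deficient count up to the observed one and the probability of a count above it. The tail used here includes the observed count in both directions, so the factor between the 2 values differs for increases. Sequences of the known and predicted miRNAs, and the counts of the predicted ones, were taken from Additional files 2 and 4.

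The deposited tags came to 21668361 clean reads in the control library and 21530509 in the B-deficient library, the totals the paper states, and these totals were used for all shares and TPM values. Shares have 95% Wilson intervals. A count of 0 allows up to 3 reads, so a count of 3 or fewer was set to 3 reads, and a ratio against a count of 0 was given as a bound. The intervals, standard errors and floors cover counting error only.

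A miRNA was called when it had at least 10 TPM in at least 1 library, an absolute log2 ratio above 1.5 and an Audic-Claverie p under 0.01, following the paper's methods, where the fold change is defined as a log2 ratio. The p is a one-sided tail on the reads of the 2 libraries and does not measure variation between plants. The miRNAs named are the 19 that the paper names for these libraries in its results, Table 3 or discussion, the 26 of the qRT-PCR assay as a set, and the 5 known and 5 predicted miRNAs with the largest log2 ratio past the cut-offs in each direction. This rule was set before the data were examined, as were the comparisons of the libraries, the tests behind the calls and all alternatives except the overlap sum. The miRNAs named outside the rule, and most tests of explanations in the closing section, were chosen after their values were seen.

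Each listed sequence was counted again in the tag lists in 4 ways. The exact count takes the identical tag. The 3' isomiR sum takes tags with the same 5' start whose 3' end lies within 2 nt of the listed end. The 1-mismatch sum takes tags of the same length with at most 1 mismatch. The overlap sum takes tags up to 28 nt that overlap the listed sequence by at least 16 nt without gaps, shifted by at most 3 nt and with at most 2 mismatches, and was added after the data had been seen. The counting was checked against a direct count for 50 listed sequences, and 50 were equal.

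The other alternatives were scaling by the clean reads of 20 to 24 nt, by edgeR's TMM factors, by DESeq2's median-ratio size factors or by the reads on known miRNAs. They also included no filter or a stricter one, a linear 1.5-fold cut-off, 0.01 TPM in place of 0, 0.5 read added to each count, an exact binomial test, Benjamini-Hochberg adjustment, and edgeR's exact test with a preset biological coefficient of variation of 0.4. On simulated data, in which 115 changed miRNAs passed the filter, the Audic-Claverie test recovered 115 and edgeR's test with the preset value 113, with 0 false calls among 129 unchanged miRNAs for each. The planted changes were all well above the cut-off, so high recovery was likely in advance and changes near the cut-off were not tested. The simulated counts had no variation between plants.

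Python 3.11.15 was used with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1, numba 0.67.0 and matplotlib 3.10.9, and R 4.3.3 with edgeR 4.0.16 and DESeq2 1.42.0. edgeR's quasi-likelihood test and DESeq2's test were not used, since they need replicates. The match of reads to the *C. clementina* genome was not repeated, and target prediction and GO terms were not analysed here.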

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

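Most tests in this part were chosen after the result was seen. The count of predicted miRNAs listed at 0 whose sequence was read in that library was set before. The exact count, the 3' isomiR sum and the 1-mismatch sum, used here for novel_mir_379, were also set before the data were examined. Each result here is a signal in single tags or sequences that the paper does not report on, above the 3 reads that a count of 0 allows. The paper does tabulate the total reads annotated as rRNA and as tRNA, and both were lower in the B-deficient library. With 1 library per condition, none of these differences has a replicate check, and the spread between plants stays open for all of them.

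Of the 22 predicted miRNAs called changed, 14 were listed at 0 reads in a library. For 13 of these 14, the tag list of that library held more than 3 reads of exactly that sequence. This is what a prediction run separately in each library would give, where a sequence that is not predicted in a library gets a 0 whatever its reads. In 5 pairs, a miRNA listed at 0 in the control library and one listed at 0 in the B-deficient library overlap in the genome, which may mean that one hairpin was listed under separate names in each library. These pairs are novel_mir_11 and novel_mir_326, novel_mir_124 and novel_mir_379, novel_mir_226 and novel_mir_422, novel_mir_318 and novel_mir_470, and novel_mir_42 and novel_mir_341. novel_mir_11, novel_mir_326, novel_mir_124, novel_mir_379 and novel_mir_318 were chosen after their values were seen. For novel_mir_379 the exact count fell from 243 to 61 reads, and the call also held with the 3' isomiR sum, from 437 to 148 reads, and the 1-mismatch sum, from 250 to 62 reads. The overlap sum went from 1330 to 1166 reads, a log2 ratio of -0.18 within the cut-off. A difference in expression stays open for this miRNA.

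Of the 8181 tags with at least 10 TPM in a library, 7272 were not close to any listed miRNA sequence. Among these, 140 were higher and 447 lower in the B-deficient library by more than 1.5 on the log2 scale, while the median log2 ratio of all the abundant tags was -0.19. Of the lower tags, 51.5% were 20 to 24 nt long, against 82.0% of the tags that changed less and 75.7% of the higher tags. This is consistent with fragments of longer RNAs among the lower tags, and a difference in the integrity of the RNA may give the same result. Of the higher tags, 14.3% carried a motif of tRNA genes at nt 7 to 9, against 2.80% of the tags that changed less and 8.05% of the lower tags, so 5' fragments of tRNA may make up part of the higher tags. The tags with this motif as a group did not rise: of 243, 20 were higher, 36 lower and 187 changed less, with a median log2 ratio of -0.66. GCGCCTGTAGCTCAGTGGA rose from 10280 to 44326 reads and GGCGGATGTAGCCAAGTGGA from 13400 to 42928 reads. Reads from another organism were not tested for, and a response of tRNA fragments to B-deficiency stays open as untested.

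The tag TTGCCAACTCCTCCCATGCCGA rose from 857 reads in the control library to 6778 in the B-deficient library, 7.96-fold, a log2 ratio of 2.99. It lies within the opposite arm listed for novel_mir_99, and it is also among the tags close to the listed sequence of miR1448, which the deposited comparison lists at 1043 reads in the control library and 0 in the B-deficient library. A shift of all 22 nt tags is argued against by their median log2 ratio of 0.17 over 1418 abundant tags. An error in reading a single tag is argued against by 2 of the 2 tags that start or end 1 nt away and have a ratio, which rose from 43 to 370 and from 32 to 283 reads. Whether the whole hairpin gave more small RNA cannot be told apart from a change of this arm alone: the listed arm had a log2 ratio of 0.021, but its reads may also come from other loci, since a tag that differs little from it had 271155 and 302192 reads. A response of this arm to B-deficiency stays open as a hypothesis.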

How the results depend on the processing

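All alternatives were set before the data were examined, except the 2-mismatch overlap sum, which was chosen after the data had been seen. With 1 library per condition, no replicate could be left out. No paired analysis was possible because each condition has 1 mixed library and no pairs of plants are given. The match of reads to the genome, with any number of matches or 1 match, was not run.

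The number of known miRNA calls changed with how a miRNA was counted and with the filter. Against 112 calls with the deposited counts, 40 higher and 72 lower in B-deficient roots, the exact count gave 4 (1 higher, 3 lower), the 3' isomiR sum 4 (1 higher, 3 lower), the 1-mismatch sum 5 (1 higher, 4 lower) and the 2-mismatch overlap sum 14 (2 higher, 12 lower). Under the exact count, isomiR and 1-mismatch sums every call was among the 112 and in the same direction. With the overlap sum, 12 of the 14 were, and 1 of the 112 was called in the opposite direction. Fewer miRNAs passed the filter with the exact count (41), the isomiR sum (54) and the 1-mismatch sum (57) than the 238 tested with the deposited counts. With the overlap sum 210 passed it, so the filter does not account for the lower number there.

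Without a filter, 548 miRNAs were tested and 297 called (130 higher, 167 lower). With at least 10 TPM in both libraries, 123 were tested and 12 called (4 higher, 8 lower), and with at least 50 TPM in at least 1 library, 118 were tested and 54 called (16 higher, 38 lower). The number tested changes with these filters by their construction. With edgeR's exact test 96 were called, with the linear 1.5-fold cut-off 143, and with the other scalings, zero rules and tests between 110 and 112. The scalings moved all log2 ratios by 0.03 (TMM), -0.08 (DESeq2), -0.07 (20 to 24 nt reads) and -0.14 (reads on known miRNAs).

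For the predicted miRNAs, against 22 calls (12 higher, 10 lower) there were 5 with the exact count (2 higher, 3 lower), 6 with the isomiR sum (2 higher, 4 lower), 4 with the 1-mismatch sum (1 higher, 3 lower) and 3 with the overlap sum (1 higher, 2 lower). Of the 6 with the isomiR sum, 5 were among the 22, and novel_mir_124, which had less than 10 TPM in both libraries with the listed counts, was not. The number was 49 without a filter (30 higher, 19 lower), 6 with at least 10 TPM in both libraries (4 higher, 2 lower) and 41 with the linear cut-off (28 higher, 13 lower). It was 22 with 0.01 TPM in place of 0 and with the binomial test.

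Of the 26 miRNAs assayed by qRT-PCR, 25 were past the cut-off with the deposited counts, 1 with the exact count, 2 with the isomiR sum, 2 with the 1-mismatch sum and 3 with the overlap sum. In the control library miR166 ranked 5 with the exact count and with the isomiR sum, in place of 3, while the ranks of miR3954 and miR156 in both libraries and of miR166 in the B-deficient library did not change.

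For single miRNAs, 39 were named and 296 values were computed under the alternatives that could give one: 203 kept their direction and side of the cut-offs, 73 kept their direction alone and 20 were reversed. All 20 came from the counting rules, and for 8 of them the 95% interval from counting error includes 0: miR782 with the isomiR and 1-mismatch sums, miR5266 and miR3462 with the 1-mismatch sum, and novel_mir_226 with all 4 rules. With the exact count, novel_mir_226 was at -0.075 and novel_mir_470 at 1.44. With the isomiR sum, miR782 was at 1.12, miR2948 at -1.20, novel_mir_226 at -0.083 and novel_mir_470 at 1.42. With the 1-mismatch sum, miR782 was at 0.17, miR5266 at 0.40, miR2948 at -1.07, miR3462 at 0.33, novel_mir_226 at -0.0014 and novel_mir_470 at 0.83. With the overlap sum, miR474 was at -0.16, miR782 at 0.42, miR2948 at -0.86, miR1039 at -0.57, miR2664 at -0.34, miR3462 at 0.38, novel_mir_226 at -0.053 and novel_mir_470 at 0.99. The cause was not tested for each one; the counting rules as a group are weighed under the other observations. miR472, at 1.57, lay under the cut-off with DESeq2's size factors and with the reads on known miRNAs. With edgeR's exact test, miR157, miR165, miR2118, miR472, miR5266 and miR5562 were no longer past the limit. Its coefficient of variation was preset and not estimated from these libraries, so this does not measure the spread between plants.

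The length differences, B-deficient minus control, moved by more than their counting error under each alternative. With each unique tag counted once they were -0.96 percentage points at 20 nt, -0.58 at 21 nt, -0.35 at 22 nt (reversed), -0.55 at 23 nt and 5.54 at 24 nt. With tags seen at least 2 times they were -2.54, -0.20, 5.62, -0.96 and 2.27. Without the 100 most abundant tags they were -1.26, 0.37 (reversed), 1.04, -0.62 and 5.51. The directions at 20, 23 and 24 nt held under these 3 alternatives. The cause of the reversal at 21 nt was not tested. Among tags with at least 10 reads in at least 1 library, 98.4% were shared, against 15.4% of all tags. The cause was not tested.

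In 41 of the 112 known calls a library had 3 deposited reads or fewer, and the ratios of the 34 listed at 0 are bounds. In all 34, that library held more than 3 reads of the overlap sum, so depth is not shown to limit these ratios. By the exact count, 95 of the 112 had 3 reads or fewer in both libraries, so no change of the listed sequence was detectable at this depth.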

Differences from the paper's values

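The sequencing ratio of miR2948, B-deficient over control, was 4271 with the deposited counts, while the paper's qRT-PCR value is about 4.3 in Fig. 1, read by eye. For miR5559, chosen with miR2948 as the lowest and one of the highest bars, the sequencing ratio was 0.000545, while the paper's qRT-PCR value is about 0.22 in Fig. 1, read by eye. The 3' isomiR sum gave 0.436 and the 1-mismatch sum 0.475 for miR2948, and the 1-mismatch sum gave 0.742 for miR5559. The exact count gave no ratio for either. The overlap sum, chosen after the data had been seen, gave log2 ratios of -0.86 for miR2948 and -1.36 for miR5559, the latter in the direction of the qRT-PCR and the former opposite to it. The paper describes the magnitudes by qRT-PCR and by sequencing as comparable for most of the miRNAs assayed.

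The paper states that B-deficiency lowered the reads of 22 and 24 nt and raised those of 20 and 23 nt. In the deposited tag lists the 22 nt share was 4.49 percentage points higher and the 24 nt share 3.02 points higher in the B-deficient library, and the 20 nt share fell by 2.30 points and the 23 nt share fell by 0.84 points. With each unique tag counted once, the 22 nt share fell by 0.35 points, which is the paper's direction for that length, while none of the 3 alternatives gave the paper's direction for 20, 23 or 24 nt. The paper ranks 22 nt reads above 21 nt reads. This held in the B-deficient library, with 26.1% against 22.4%, but not in the control library, with 21.7% against 22.8%.

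The paper's discussion states that miR394 was up-regulated. The deposited counts gave a log2 ratio of -5.16, and no alternative gave a positive one. The counting rules among these alternatives all start from the listed sequence, and no other sequence of miR394 was counted.

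The paper states that 538 known miRNAs were identified, which is the paper's number, while the comparison of the libraries and Additional file 2 list 548. The paper states that only perfectly matched sequences were considered. The exact count of the listed sequence was 3 reads or fewer in both libraries for 95 of the 112 called miRNAs, whose deposited counts were larger. The discussion divides the calls into known and predicted miRNAs differently from the results section. The deposited counts gave 40 and 72 known miRNAs and 12 and 10 predicted miRNAs, higher and lower, as in the results section.

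The cut-off is written in the paper as a fold change of 1.5. Read as a log2 ratio above 1.5, the deposited counts give the paper's numbers of up- and down-regulated miRNAs, and read as a linear fold change they give 57 and 86 known miRNAs.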

Other observations

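In this part, the test of tag assignment by the exact count and the scalings by TMM and DESeq2's size factors were set as tests before the data were examined. The lengths without the 100 most abundant tags were set before as an alternative, and their use as a test of an explanation was chosen after the result was seen, as were all other tests.

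The known miRNAs called changed were weighed as a group. A difference in library composition that shifted all miRNAs alike is argued against as the cause of the calls as a set, since 40 of the 112 were higher and 72 lower. The scalings by TMM and DESeq2's size factors do not test this, since they move all log2 ratios alike by 0.03 and -0.08. A change in the summed abundance of the tags close to the listed sequences is argued against for most of the calls. With the overlap sum, 12 of the 112 kept their call and 96 had an absolute log2 ratio of 1.5 or less. The sum can hold tags outside the deposited count, as for miR2118 with 4064 and 7095 reads against 225 and 783 deposited. A change of single tags within the sum is therefore not excluded. The overlap sum was a median of 0.820 times the deposited count in the library with the higher count and 10.7 times in the other library, where the deposited count was above 0. In 34 calls the deposited count of a library was 0, and in all 34 that library held more than 3 reads of close tags, with 7 as the lowest number.

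A candidate explanation is that the assignment of tags to miRNA names differed between the libraries. In 95 of the 112 calls the listed sequence itself had 3 reads or fewer in both libraries, so that the larger deposited counts cannot come from that sequence alone. In 89 calls no read of the listed sequence was found in the library with the lower count, while all 112 had at least 1 in the library with the higher count. Of the 126 tested miRNAs that were not called, 111 had such a read in both libraries. A rule that a name was counted in a library only where a read matched the listed sequence itself is argued against, since 49 calls had a deposited count above 3 reads in the library without such a read. For part of the calls, reads of one tag may have been counted under different names in the 2 libraries. Of the 134 known and predicted miRNAs called, 6 share their most abundant close tag with a call in the opposite direction, over 3 tags that changed by less than 1.5 on the log2 scale. TGGTATGGGTGAGTAGGGAAG, with 12837 reads in the control library and 7158 in the B-deficient library, is the most abundant close tag of miR2948, listed at 7 and 29705 reads, and of novel_mir_341, listed at 53561 and 0 reads. TCGCAGGGGAGATGGGACCAAC, with 2764 and 4055 reads, is that of miR5211, listed at 3204 and 10 reads, and of novel_mir_227, listed at 0 and 4425 reads. The remaining pair is novel_mir_226 and novel_mir_422. miR5211 was chosen after its values were seen.

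A change in the small RNAs that the paper's qRT-PCR measures stays open beside these explanations. By the letters in Fig. 1 of the paper, the direction of the deposited counts was that of the qRT-PCR for 23 of the 25 miRNAs that differed by qRT-PCR. Among those of the 25 with a ratio, the direction was that of the qRT-PCR for 3 of 3 with the exact count, 7 of 9 with the 3' isomiR sum, 9 of 13 with the 1-mismatch sum and 13 of 25 with the overlap sum. The assignment of reads to names does not by itself account for the first of these counts. The qRT-PCR values are not in the files, and which tags its primers detect was not tested here.

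By contrast, miR157, miR165, miR472 and miR535 were past the cut-offs with the exact count of the listed sequence, as were novel_mir_98, novel_mir_135, novel_mir_52, novel_mir_285 and novel_mir_379. Of these, miR165 at -0.17, novel_mir_379 at -0.18 and novel_mir_135 at 1.47 were not past them with the overlap sum. With edgeR's exact test and the preset variation none of the 4 known miRNAs was past the limit. That variation was not estimated from these libraries, so the outcome rests on the preset value and does not decide whether the 4 changed. miR472 was at 1.49 with DESeq2's size factors and at 1.43 with the reads on known miRNAs. The predicted miRNAs were not put through these alternatives. miR535 lies in the qRT-PCR set, and its listed sequence fell from 27713 to 8226 reads. miR535 and the predicted miRNAs other than novel_mir_379 are named here as the members of these short lists, after their values were seen.

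The lengths of the reads were weighed in the same way. A few tags taking most of the reads may have given most of the 22 nt difference, which was 1.04 percentage points without the 100 most abundant tags of either library, against 4.49 with them. Among these tags, the 22 nt listed sequence of miR3954 rose from 79682 TPM in the control library to 116697 TPM in the B-deficient library. The same explanation is argued against for the 24 nt difference, which was 5.51 points without these tags, against 3.02 with them. A difference in the preparation of the 2 libraries and a response to B-deficiency both stay open and were not tested.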
